# Screening and Identification of Novel Potential Biomarkers for Breast Cancer Brain Metastases

**DOI:** 10.3389/fonc.2021.784096

**Published:** 2022-01-13

**Authors:** Lulu Wang, Dan Zeng, Qi Wang, Li Liu, Tao Lu, Yan Gao

**Keywords:** breast cancer, brain metastases, KRT19, FKBP10, GSK3B, SPANXB1

## Abstract

Brain metastases represent a major cause of mortality among patients with breast cancer, and few effective targeted treatment options are currently available. Development of new biomarkers and therapeutic targets for breast cancer brain metastases (BCBM) is therefore urgently needed. In this study, we compared the gene expression profiles of the brain metastatic cell line MDA-MB-231-BR (231-BR) and its parental MDA-MB-231, and identified a total of 84 genes in the primary screening through a series of bioinformatic analyses, including construction of protein-protein interaction (PPI) networks by STRING database, identification of hub genes by applying of MCODE and Cytohubba algorithms, identification of leading-edge subsets of Gene Set Enrichment Analysis (GSEA), and identification of most up-regulated genes. Eight genes were identified as candidate genes due to their elevated expression in brain metastatic 231-BR cells and prognostic values in patients with BCBM. Then we knocked down the eight individual candidate genes in 231-BR cells and evaluated their impact on cell migration through a wound-healing assay, and four of them (KRT19, FKBP10, GSK3B and SPANXB1) were finally identified as key genes. Furthermore, the expression of individual key genes showed a correlation with the infiltration of major immune cells in the brain tumor microenvironment (TME) as analyzed by Tumor Immune Estimation Resource (TIMER) and Gene Expression Profiling Interactive Analysis (GEPIA), suggesting possible roles of them in regulation of the tumor immune response in TME. Therefore, the present work may provide new potential biomarkers for BCBM. Additionally, using GSEA, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Enrichment Analysis, we determined the top enriched cellular functions or pathways in 231-BR cells, which may help better understand the biology governing the development and progression of BCBM.

## Introduction

Brain metastases are the most common malignant brain tumors and are the next frontier for the management of metastatic cancer patients (1, 2). Even small lesions can cause neurological disability, and the median survival of patients with brain metastases is less than 1 year (3–5). Breast cancer is the second most frequent cause of brain metastases (3–5), and recently it has surpassed lung cancer as the leading cause of global cancer incidence (6). Despite major advances over past decades in prolonging breast cancer survival, breast cancer brain metastases (BCBM) remain incurable with current therapies, and the incidence is steadily increasing (6, 7). The cumulative incidence of identified brain metastases among patients with breast cancer (all stages at diagnosis) was not high (about 5.1%); however, it varies by subtype. Patients with HER2-positive (34% to 55%) or triple-negative (22% to 46%) subtypes experience significantly higher brain metastasis occurrence than patients with other subtypes (8–10). Moreover, prognosis after brain metastases is also subtype-dependent, and triple-negative breast cancer (TNBC) patients showed the shortest survival time after brain metastasis than other subtypes, which is only 4.9 months (9, 11).

Currently, treatment options for brain metastases include surgery, whole-brain radiotherapy, stereotactic radiosurgery, and systemic drug therapy, such as chemotherapy, targeted therapies, and immunotherapy (12–15). While systemic chemotherapy has limited efficacy, targeted therapies have recently shown promise for BCBM management (16–21). HER2-targeted therapies have been shown to increase the time to development of brain metastases and improved survival following brain metastases (16, 18–21), and patients with estrogen receptor-positive BCBM can be treated with endocrine agents, cyclin-dependent kinases 4/6 (CDK4/6) inhibitors, and the mechanistic target of rapamycin kinase (mTOR) inhibitors (17). Unfortunately, there is no effective targeted therapy for TNBC brain metastases (5, 9, 22). It is desirable to identify potential therapeutic targets or molecular risk factors or early biomarkers for this lethal disease.

Several brain metastasis-related genes and signaling pathways have been identified, such as COX2, PTGS2, HBEGF, ST6GALNAC5, CXCR4, GABA, heparinase, etc. (23–26). However, the molecular basis for BCBM remains largely unknown. The human MDA-MB-231-BR “brain-seeking” breast cancer cell line (hereafter referred to as 231-BR cells) was initially established from the TNBC cell line MDA-MB-231 (27, 28). It metastasizes with 100% frequency to the brain and has been used as an established preclinical model of brain metastatic breast cancer (29–31). In this study, we compared the gene expression profiles of the two cell lines with RNA-sequencing, and carried out a series of bioinformatic analyses and wet-lab experiments to identify the potential genes that may serve as prognostic biomarkers or therapeutic targets for BCBM.

There are many approaches to identify key genes. To be as comprehensive as possible, here we integrate different bioinformatic approaches and obtained a total of 84 differentially expressed genes (DEGs) from the primary screening. Among them, we selected 8 genes that have not been reported to be associated with BCBM in previous studies, and validated their expression levels using quantitative RT-PCR. Following this, we knocked down the 8 genes in 231-BR cells to evaluate their effects on cell migration, and finally 4 genes were identified as key genes for further exploration in our study. The key genes identified here are screened from TNBC cells and showed an impact on migration of the brain metastatic cell line 231-BR. In addition, the overexpression of the above genes was associated with worse distant metastasis–free survival (DMFS) of TNBC patients on data from Gene Expression Omnibus (GEO) database. All these pieces of evidence point to our key genes as potential therapeutic targets in TNBC brain metastases.

To establish a better understanding of the function of the selected genes, we further evaluated their RNA expression on data from The Cancer Genome Atlas (TCGA), evaluated their protein expression on data from the Clinical Proteomic Tumor Analysis Consortium (CPTAC) and HPA database, investigated the relationship between their expression and immune cell infiltration through Tumor Immune Estimation Resource (TIMER) and Gene Expression Profiling Interactive Analysis (GEPIA). It is hoped that these multiple investigative approaches could help decipher the underlying mechanisms of the specific functions of these genes in BCBM. Along with the above, we determined the top differentially regulated pathways using Gene Set Enrichment Analysis (GSEA), Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) Enrichment Analysis to better understand the biology governing the development and progression of BCBM (for a list of abbreviations used in the main text, see **Supplementary Table 1**).

## Materials and Methods

### Cell Culture

The 231-BR cell line was a generous gift from Dr. Patricia Steeg (National Cancer Institute, Bethesda, MD, USA) (27). It was maintained in Dulbecco’s Modified Eagle Medium (DMEM), supplemented with 200 μg/mL G418 (Sigma-Aldrich), 10% Fetal Bovine Serum (FBS), and 1% penicillin-streptomycin. MDA-MB-231 was purchased from ATCC and maintained in DMEM supplemented with 10% FBS and 1% penicillin-streptomycin.

### Transwell Cell Migration and Invasion Assay

Cell migration and invasion assay were performed using 24-well transwell chambers and BioCoat Matrigel invasion chambers (BD Biosciences), respectively. For this, 2×10^4^ cells were suspended in 0.1 ml medium without FBS and added to the upper compartment of the Transwell chamber. Next, 0.6 ml medium with 1% FBS was added to the lower compartment as a chemoattractant. After incubation at 37°C and 5% CO_2_ for 12 h, the cells on the upper surface of the membrane were carefully removed using a cotton bud; and cells on the lower surface were fixed with 70% ethanol for 10 minutes and stained with 0.2% crystal violet. Six fields were randomly selected of each insert at a magnification of 200× with a light microscope (Olympus, Japan). Student’s t-test was used to test for significance. P values of < 0.05 were defined as significant.

### RNA Extraction

Total RNA from 231-BR and MDA-MB-231 cells was extracted using TRIzol reagent (Qiagen, CA, USA) according to the manufacturer’s instructions. Each group was prepared with three parallel replicates. 

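Among the 11124 genes with a mean FPKM of at least 1 over the 6 libraries, the lowest correlation of log2 values between libraries of the same cell line was 0.997 in both lines. The highest between a library of 231-BR cells and a library of MDA-MB-231 cells was 0.902. These correlations are across genes, which are not independent replicates. The median SD of the log2 values between the 3 libraries was 0.045 in 231-BR cells and 0.055 in MDA-MB-231 cells. The paper does not say whether the parallel replicates were separate cultures.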

RNA quantity and purity were assessed by a NanoDrop spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA).

### RNA Sequencing

RNA sequencing library preparation and sequencing were conducted in BGI Tech (Shenzhen, China) *via* BGISEQ-500 sequencer. The sequencing data was filtered with SOAPnuke (v1.5.2) (https://github.com/BGI-flexlab/SOAPnuke) (32) by removing reads containing sequencing adapter, removing reads whose low-quality base ratio (base quality less than or equal to 5) is more than 20%, and removing reads whose unknown base (‘N’ base) ratio is more than 5%. After this, clean reads were obtained and stored in FASTQ format. The clean reads were mapped to the reference genome using HISAT2 (v2.0.4). Bowtie2 (v2.2.5) was applied to align the clean reads to the gene set, a database built by BGI Tech, with known and novel coding transcripts included (33). The expression level of gene was measured in the normalized read count (given by Fragments Per Kilobase of transcript per Million mapped reads, FPKM). The gene expression heatmap was drawn by pheatmap (v1.0.8). Differential expression analysis was performed using the DESeq2 (v1.4.5) (34). False discovery rate (FDR) adjusted P values (Q value) of < 0.05 were defined as significant. The RNA sequencing data have been uploaded to the GEO with accession number: GSE183862.

### GO and KEGG Enrichment Analysis

In order to gain a better insight to the change of phenotype, GO (including biological processes (BP), molecular functions (MF), and cellular components (CC)) and KEGG enrichment analysis of DEGs were performed using DR.TOM system of BGI Tech as previously described (35). The significant terms and pathways were obtained with a criterion of Bonferroni adjusted P value (Q value) < 0.05. Only the top twenty terms for each category were shown.

### PPI Network Construction and Module Analysis

The PPI (Protein-Protein Interaction) Network of DEGs was constructed using STRING database (version 11.0), and the minimum required interaction score was 0.4 (36). Cytoscape (version 3.7.2) was employed to visualize the molecular interaction networks (37). The MCODE algorithm was used to determine the most significant clusters of highly interacting nodes within the PPI network. The criteria for cluster finding were as follows: MCODE scores > 5, degree cutoff = 2, node score cutoff = 0.2, k-score = 2, and max. depth=100 (38). The CytoHubba algorithm was used to determine the top 30 nodes ranked by Degree in the PPI network (39).

### GSEA

GSEA on RNA-seq expression data was performed using GSEA official software package (https://www.gsea-msigdb.org/gsea/index.jsp). Analyses were performed to identify gene sets that were enriched in 231-BR cells relative to 231 cells. GSEA statistical significance was assessed using GSEA software that calculated FDR. Gene sets were considered significantly enriched if their FDR adjusted P values were less than 0.25, as defined by the publishers of the GSEA tool (40, 41).

### Quantitative RT-PCR

After total RNA was extracted, quantitative RT-PCR was performed using SuperReal PreMix Plus (SYBR Green) (TIGANGEN, Beijing, China) in a final volume of 20 μl containing 10 μM each of the forward and reverse primers as described by the manufacture. Relative levels of transcript expression were measured using CFX96 Real-time System, C1000 Thermal Cycler (BioRad). The relative expression was calculated using the 2−ddct method with GAPDH as endogenous controls. The following primers were used: see **Supplementary Table 2**. 

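Each of the 9 primer pairs of Supplementary Table 2 was matched without mismatches to the 206694 transcripts of GENCODE release 29, which is built on GRCh38. All 9 pairs span a product on a transcript of the gene they are named for. The pair for SPANXB1 lies on chromosome X, with the forward primer CCAACAATCCAGTGTCCGCA in exon 1 and the reverse primer GTTCCTCCTGTAGCGAACCA in exon 2, and gives a product of 187 bases. The product was 181 bases for KRT19, 239 bases for FKBP10, 180 bases for GSK3B, 106 bases for FN1, 111 bases for MYO1D, 134 bases for ANO8 and 101 bases for ESM1. The ESM1 pair amplifies 1 of the 3 annotated coding transcripts of its gene, and the FKBP10 pair amplifies 3 of 5. The GAPDH pair gives a product of 115 bases, and it also amplifies the annotated transcript of 1 other gene, GAPDHP1. No other pair matched a transcript of another gene.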

Student’s t-test was used to test for significance. P values of < 0.05 were defined as significant.

### RNA Interference Assay

To knock down each candidate gene in 231-BR cells, the lentiviral vector (U6-MCS-Ubiquitin-Cherry-IRES-puromycin) containing the short-hairpin RNA (shRNA) specifically targeting each gene was constructed (GeneChem, China). For lentivirus infection, three individual shRNA oligos targeting each gene were pooled together: see **Supplementary Table 3**, and the HitransG (Genechem) was used according to the manufacturer’s instructions. 

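The 30 shRNA target sequences of Supplementary Table 3, each 21 bases long and 3 for each of 10 genes, were compared with the sense strand of the same GENCODE transcripts. All 30 matched a transcript of their own gene exactly. The SPANXB1 targets lie on chromosome X of GRCh38. The target AGGCCAATGAGGCCAACAAGA of shRNA 1 covers positions 141002761 to 141002781, and the target CGAGGCCAATGAGGCCAACAA of shRNA 2 covers positions 141002759 to 141002779, so that they share 19 bases of exon 1. The target GAGGAGGAGGAATTCATAGAA of shRNA 3 lies in exon 2, from 141003605 to 141003625. It differs by 1 mismatch, A18G, from SPANXA1, SPANXA2, SPANXC and SPANXD, with positions counted from 1 at the 5′ end of the target. With up to 2 mismatches allowed, 5 of the 30 targets matched a transcript of another gene, and 1 of them, GSK3B shRNA 2, matched AL357520.1 exactly. The others were KRT19 shRNA 1 and shRNA 3, which matched KRT19 pseudogenes, BIRC3 shRNA 1, which matched DEC1 with 2 mismatches, and SPANXB1 shRNA 3, which besides the SPANX genes matched CP, AC104966.1 and AC027458.1 with 2 mismatches each. Effects of the shRNAs on expression were not analysed here.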

Student’s t-test was used to test for significance. P values of < 0.05 were defined as significant.

### Wound Healing Assay

The monolayer culture growth rate was determined using a Cellomics Arrayscan (Genechem). Briefly, after infected by lentivirus, cells of the same density were seeded into flat-bottom 96-well plates and grown under normal conditions. Images of the same area were captured at 0, 16 and 24 hours after the scratch using a Cellomics Arrayscan according to the manufacturer’s instructions (GeneChem). The migration area was measured on the images using ImageJ. The wound healing rate was calculated as the area of original wound minus the area of wound during healing divided by the area of original wound. Student’s t-test was used to test for significance. P values of < 0.05 were defined as significant.

### Metastasis-Free Survival Analysis

The metastasis-free survival in breast cancer patients was analyzed on datasets obtained from GEO database through PROGgene Version 2, a comprehensive survival analysis tool (42). Patients were divided into two groups based on the cutoff of median or 25^th^ percentile. Survival analysis was performed using cox proportional hazards analysis. The two groups were compared by a Kaplan-Meier survival plot, and the HR and log rank P value were calculated. The P value was calculated by log rank test. P values of < 0.05 were defined as significant.

### UALCAN Analysis

RNA-Seq-derived gene expression levels from TCGA and protein expression levels from CPTAC were acquired and analyzed by UALCAN portal (http://ualcan.path.uab.edu). The expression levels of the genes were analyzed based on sample types and tumor stages (43). Student’s t-test was used to test for significance. P values of < 0.05 were defined as significant.

### Receiver Operating Characteristic Analysis

ROC analyses were performed in TCGA data using the function “roc” in the R package pROC.

### TIMER Analysis

Correlations between the key genes (KRT19, FKBP10 and GSK3B) expression level and infiltration of immune cells and tumor purity based on TCGA database were calculated and plotted using TIMER2.0 (44, 45). The “Immune-Gene” module were selected, and the TIMER, EPIC, quanTIseq, xCell, MCP-counter, CIBERSORT and CIBERSORT-ABS algorithms were applied for immune infiltration estimations. The correlation coefficient was determined by the Spearman method. P values for the Kaplan-Meier analyses are based on log rank tests.

### GEPIA Analysis

The correlations between gene expression and different immune cell biomarkers were analyzed though GEPIA (http://gepia.cancer-pku.cn/), which is a newly developed interactive web server for analyzing the RNA sequencing expression data of tumors and normal samples from the TCGA and the GTEx projects, using a standard processing pipeline (46). The correlation coefficient was determined by the Spearman method.

### Statistical Analysis

Statistical analyses are described in detail in the respective *Materials and Methods* sections above and in the figure legends. The statistical test is also indicated whenever a P value is reported in the text. Unless specified otherwise, statistical comparisons were performed using GraphPad Prism 7 software.

## Results

### Screening and Identifying of DEGs Based on RNA Sequencing

To study the characteristics of the brain metastatic variant 231-BR cells, transwell cell migration and invasion assay were performed. As a “brain-seeking” breast cancer cell line, 231-BR cells exhibited an increased invasion and migration capacities as compared with its parental MDA-MB-231 cells, especially the former (**Figure 1A**). 

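Poly(A) RNA was sequenced from MDA-MB-231 cells, a human breast cancer line, and from 231-BR cells, its variant selected for metastasis to the brain, with 3 libraries of each. The authors filtered the reads, aligned them to the genome and to a gene set, and provided the expression of 17039 genes as FPKM (fragments per kilobase of transcript, scaled by the mapped fragments of the library) with 2 decimals. The files hold no read counts, so the depth of each library is unknown and no interval that needs it is given. In the sample labels, the number in the name of the cell line rises by 1 from replicate to replicate in one field, whereas the titles and cell types name only the lines of the paper, and the libraries were grouped by the latter. The summed FPKM was 465020, 472007 and 472006 in the 231-BR libraries and 486937, 492827 and 496420 in the MDA-MB-231 libraries. Between 11166 and 11178 genes had an FPKM of at least 1 in the 231-BR libraries, against 10785 to 10806 in the MDA-MB-231 libraries. The 100 most expressed genes held 30.0% to 30.4% of the summed FPKM in 231-BR cells and 32.4% to 33.1% in MDA-MB-231 cells. For the comparison of the lines, a pseudocount of 0.1 was added to the FPKM before the log2 was taken. Genes with a mean FPKM of at least 0.1 over the 6 libraries were tested with limma's moderated test, with a mean-variance trend and Benjamini-Hochberg adjustment. Fold changes are those of 231-BR against MDA-MB-231 cells on this log2 scale, on which genes with a low FPKM are drawn toward 0. Of the values per gene given with an error, the error is the SD over 3 libraries. With 3 libraries against 3, an exact 2-sided permutation test of a single gene cannot give a p below 0.1.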

In the search for novel genes related to the pathogenesis of breast cancer brain metastasis, DEGs between 231-BR and MDA-MB-231 cells were screened and identified by RNA sequencing. Expression was measured using FPKM. The mRNAs were identified as DEGs if they met the following criteria: the FPKM values≥ 1, FDR adjusted P value (Q value) < 0.05 and |Log2 (fold-change)| > 1. 

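Of the 17039 genes, 13465 were tested and 10406 had an adjusted p under 0.05. A further criterion of an absolute log2 fold change over 1 left 2051 genes. The text does not say in which samples the FPKM must reach 1, and every gene of Supplementary Tables 4, 5 and 8 has a mean of at least 1 in both lines, so this was asked of both means. Of the 2051 genes, 868 had a mean FPKM of at least 1 in both lines. Another 608 reached 1 in one line only, 456 of them with the higher value in 231-BR cells and 152 with the lower, and 575 stayed under 1 in both. The libraries of the lines did not overlap for 10561 of the genes tested, or 78.4%, where chance gives 10%. The median log2 fold change of all genes tested was 0.08.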

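Of the 868 genes past the criteria, 630 (72.6%) were higher in 231-BR cells and 238 were lower, and the libraries of the lines did not overlap for 867 of them. The largest increases were those of SPANXB1, MMP1, KRT19, FST and KCNAB2. MMP1 rose from 43.0 ± 0.722 FPKM in MDA-MB-231 cells to 1962 ± 37.0 FPKM in 231-BR cells (SD, n = 3 each), a log2 fold change of 5.51 (standard error 0.023, adjusted p = 3.2e-15 from limma). The largest decreases were those of XAGE1A and XAGE1B, whose values are identical in the file, followed by CXCL1, CYP1B1 and CXCL8. CYP1B1 had 1.20 ± 0.046 FPKM in 231-BR cells and 19.5 ± 0.332 FPKM in MDA-MB-231 cells (SD, n = 3 each), a log2 fold change of -3.91. The counts moved most with the criteria. An absolute log2 fold change over 1.5 left 236 higher and 89 lower genes, and a mean FPKM of at least 1 in either line gave 1086 higher and 390 lower. The share of higher genes moved with the scaling. After median-of-ratios scaling of the FPKM values 519 genes were higher and 305 lower (63.0% higher), and after quantile normalization 439 were higher and 384 lower (53.3% higher). Of the 629 higher genes that could be placed on a chromosome, 134 (21.3%) lay where the median log2 fold change of the 40 neighbouring genes was itself at least 0.58.

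**Figure D1:**
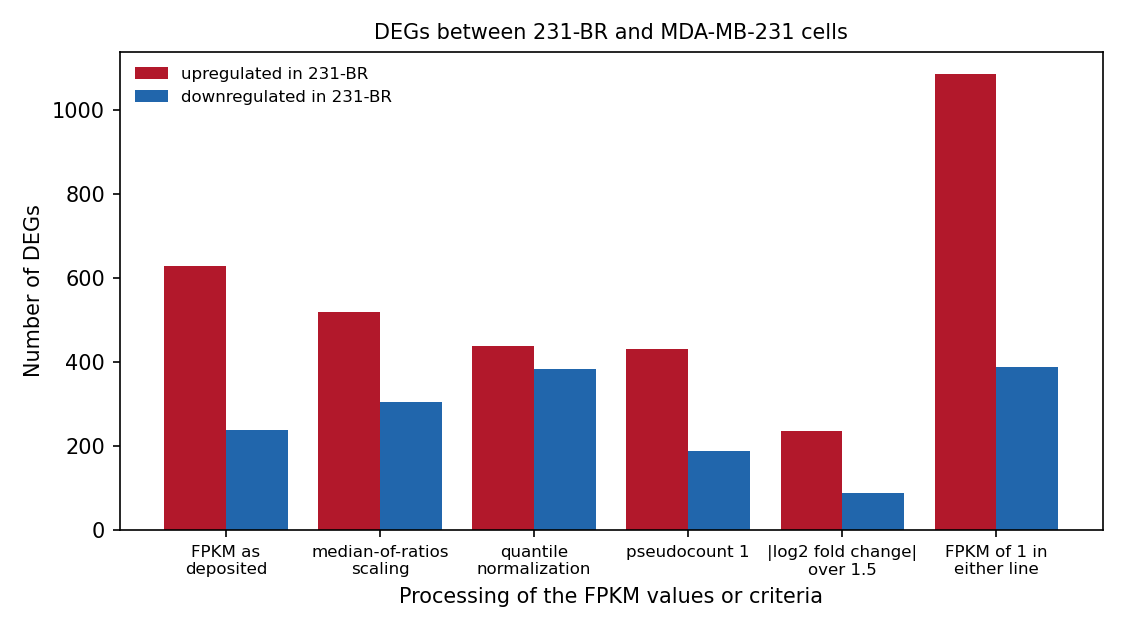
Number of DEGs (vertical axis) higher and lower in 231-BR cells under 6 ways of processing the values or setting the criteria (horizontal axis). With FPKM as deposited 630 genes are higher and 238 lower, and after quantile normalization 439 and 384.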

On the basis of this definition, 545 upregulated genes and 315 downregulated genes were identified and shown in volcano plot and heatmap (**Figures 1B, C**).

**Figure 1:**
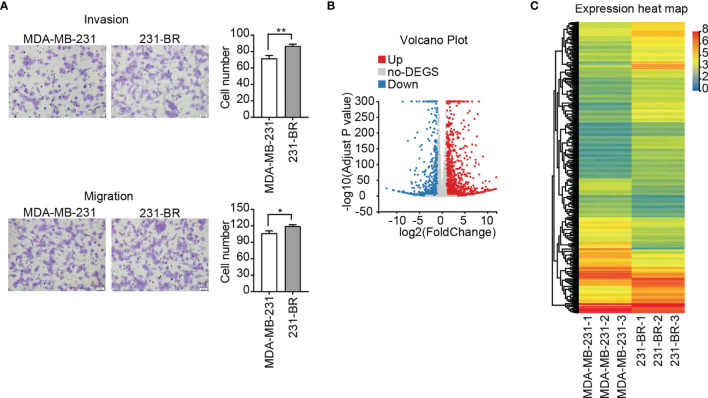
Invasion, migration and gene expression of MDA-MB-231 and 231-BR cells. **(A)** Representative images of invasion and migration assays are shown on the left and quantified data on the right. Bar, 50μm. Student’s t-test was used for statistical analysis: *P < 0.05, **P < 0.01. **(B)** Volcano plot of DEGs. **(C)** The heatmap represents the expression values (FPKM) of DEGs.

### KEGG and GO Enrichment Analysis of DEGs

To gain a better insight of the potential mechanisms underlying brain metastases of breast cancer cells, GO and KEGG enrichment analysis of DEGs was performed. The pathway with a criterion of Bonferroni adjusted P value (Q value) < 0.05 was identified as significant. The most significant KEGG pathways are shown in **Figure 2A**. Among the twenty involved pathways, eleven of them were related to Cancers (KEGG Pathway Term Level 2), including Pathways in cancer, Proteoglycans in cancer, Small cell lung cancer, Chronic myeloid leukemia, Choline metabolism in cancer, Pancreatic cancer, Colorectal cancer, Glioma, Non-small cell lung cancer, Hepatocellular carcinoma, Breast cancer and Bladder cancer; four were related to Signal transduction (KEGG Pathway Term Level 2), including ErbB signaling pathway, Ras signaling pathway, Rap1 signaling pathway and PI3K-Akt signaling pathway; two were related to Endocrine system, including AGE-RAGE signaling pathway in diabetic complications and Relaxin signaling pathway; Fluid shear stress and atherosclerosis that was related to Cardiovascular diseases (KEGG Pathway Term Level 2) and Fc gamma R-mediated phagocytosis that was related to Organismal Systems (KEGG Pathway Term Level 2).

**Figure 2:**
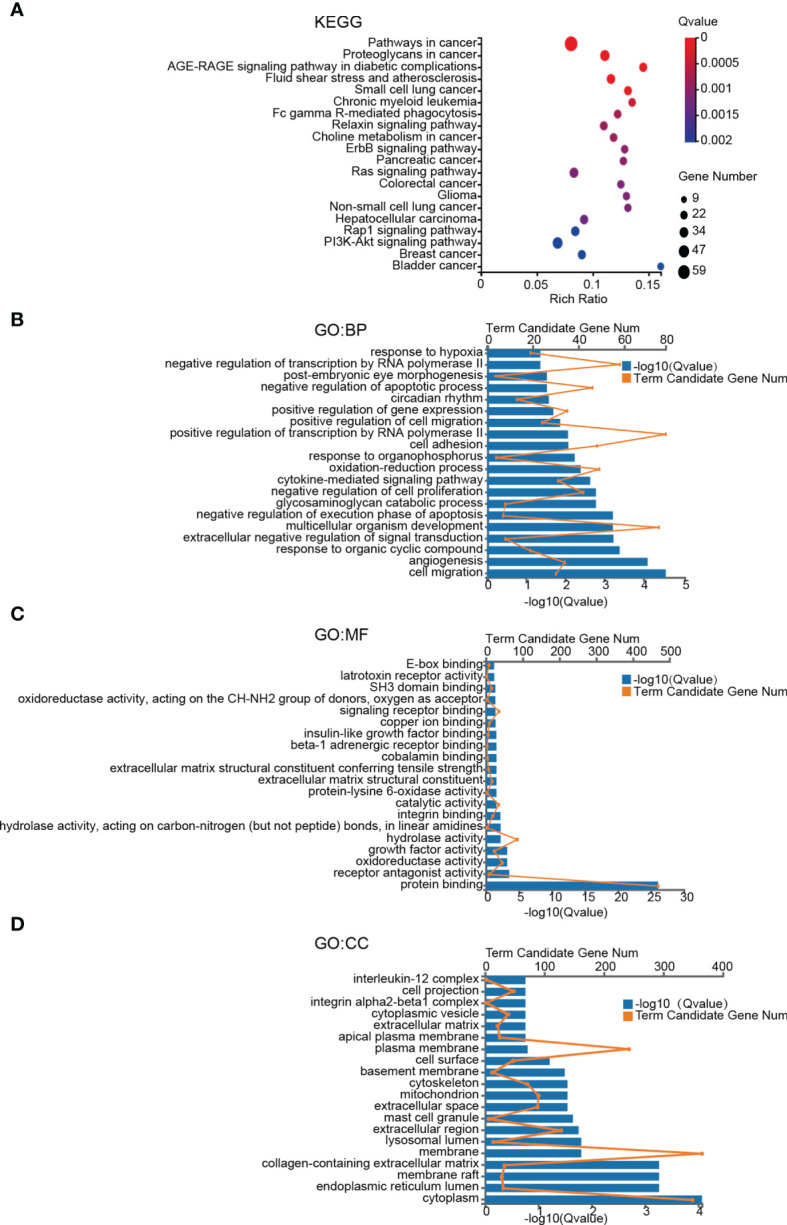
KEGG pathway and GO term enrichment analyses of DEGs. **(A)** KEGG pathway analysis of DEGs. **(B–D)** Enriched GO-terms for BP, MF, and CC. The top twenty terms for each category are shown. The significant pathways and terms were obtained with a criterion of Bonferroni adjusted P value (Q value) < 0.05.

GO functional annotation analysis including biological process (BP), molecular function (MF), cellular component (CC) was used to further investigate functional differences of the DEGs. The top 20 most enriched terms of BP, MF and CC were presented in **Figures 2B–D**. Cell migration, angiogenesis and response to organic cyclic compound in BP category, protein binding, receptor antagonist activity and oxidoreductase activity in MF category, and plasma membrane, membrane and integral component of plasma membrane in CC category were the top 3 most significant terms in the 3 categories of GO, respectively (**Figures 2B–D**).

### PPI Network Construction and Module Analysis

Hub genes defined as highly interconnected genes in the network have been considered functionally significant. To find the hub genes and clarify the interactions between the DEGs, the PPI network of the 860 DEGs was constructed using STRING database (**Figure 3A**). Two plug-ins of Cytoscape were employed to identify the hub genes: (1) The core network modules of the PPI network were identified by plug-in MCODE of Cytoscape, and the top one significant module with 13 nodes and 68 edges were extracted (Score=11.333). These 13 hub genes were identified and assigned to MCODE Group (**Figure 3B** and **Table 1**). 

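All 13 genes of the MCODE group passed the criteria, 10 of them higher in 231-BR cells (MMP1, WFS1, IGFBP3, SDC2, EVA1A, IGFBP7, ANO8, FBN1, IGFBP4 and GAS6) and 3 lower (TMEM132A, CSF1 and LGALS1). All 13 also had an adjusted p under 0.05 when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. Their log2 fold changes ran from -1.94 for TMEM132A to 5.51 for MMP1. WFS1 rose from 8.72 ± 0.342 to 67.7 ± 1.34 FPKM (SD, n = 3 each), a log2 fold change of 2.94 (standard error 0.036, adjusted p = 5.3e-12). CSF1 had 13.2 ± 0.628 FPKM in 231-BR cells and 29.3 ± 0.562 FPKM in MDA-MB-231 cells (SD, n = 3 each), a log2 fold change of -1.14. LGALS1 lay closest to the criterion, with a log2 fold change of -1.02, and without 231-BR replicate 1 or without MDA-MB-231 replicate 3, 12 of the 13 genes passed. ANO8 had 3.79 ± 0.318 FPKM against 1.44 ± 0.115 (SD, n = 3 each), a log2 fold change of 1.33 (standard error 0.090, adjusted p = 3.3e-07). ANO8 lies on chromosome 19, where the median log2 fold change of its 40 neighbouring genes was 1.04. With an absolute log2 fold change over 1.5 as the criterion, 6 of the 13 genes passed. With a pseudocount of 1, 11 of the 13 passed, without ANO8 (0.97) and FBN1 (0.998).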

(2) The top 30 nodes ranked by Degree in the PPI network were calculated by the plug-in CytoHubba, and these 30 genes were selected and assigned to CytoHubba Group (**Figure 3C** and **Table 1**).

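Of the 30 genes of the CytoHubba group, 13 passed the criteria with higher and 13 with lower expression in 231-BR cells. The other 4, LYN, HIST2H3PS2, ITGB1 and HIF1A, had log2 fold changes of -0.98, -0.96, -0.96 and -0.94, short of the fold criterion. All 30 had an adjusted p under 0.05 over all genes tested and when adjusted over the list alone, a list that is not independent of these libraries. After median-of-ratios scaling all 30 genes passed. PPARG had the largest increase, from 8.86 ± 0.768 to 54.1 ± 0.191 FPKM (SD, n = 3 each), a log2 fold change of 2.60 (standard error 0.055, adjusted p = 1.0e-10). EGFR rose from 33.3 ± 2.91 to 91.2 ± 3.02 FPKM (SD, n = 3 each). The largest decreases were in CXCL1, with a log2 fold change of -4.89, CXCL8, with -3.81, and ICAM1, with -3.20, all in genes that respond to NF-kB. FN1 rose from 7.84 ± 0.272 to 20.3 ± 0.225 FPKM (SD, n = 3 each), a log2 fold change of 1.36 (standard error 0.039, adjusted p = 7.7e-10). GSK3B rose from 4.99 ± 0.122 to 12.8 ± 0.180 FPKM (SD, n = 3 each), a log2 fold change of 1.35 (standard error 0.043, adjusted p = 1.7e-09), where the median of its 40 neighbouring genes on chromosome 3 was 0.58. PRKACA on chromosome 19 and MYC on chromosome 8 had log2 fold changes of 1.40 and 1.21, and the medians of their neighbours were 0.86 and 0.79.

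**Figure D2:**
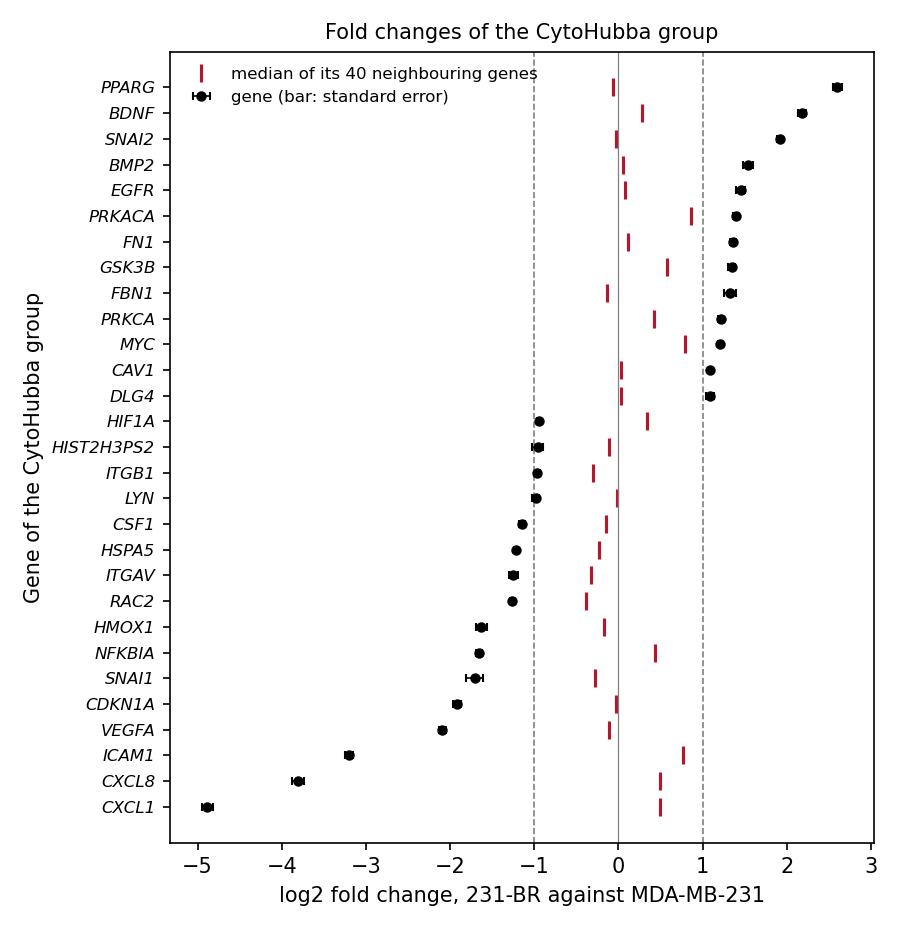
Log2 fold change of 231-BR against MDA-MB-231 cells (horizontal axis) for 29 of the genes (vertical axis), with bars for the standard error from limma and red marks for the median of the 40 neighbouring genes on the chromosome. The dashed lines stand at the fold criterion of 1 in either direction, and 4 genes between -0.98 and -0.94 lie inside them.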

**Figure 3:**
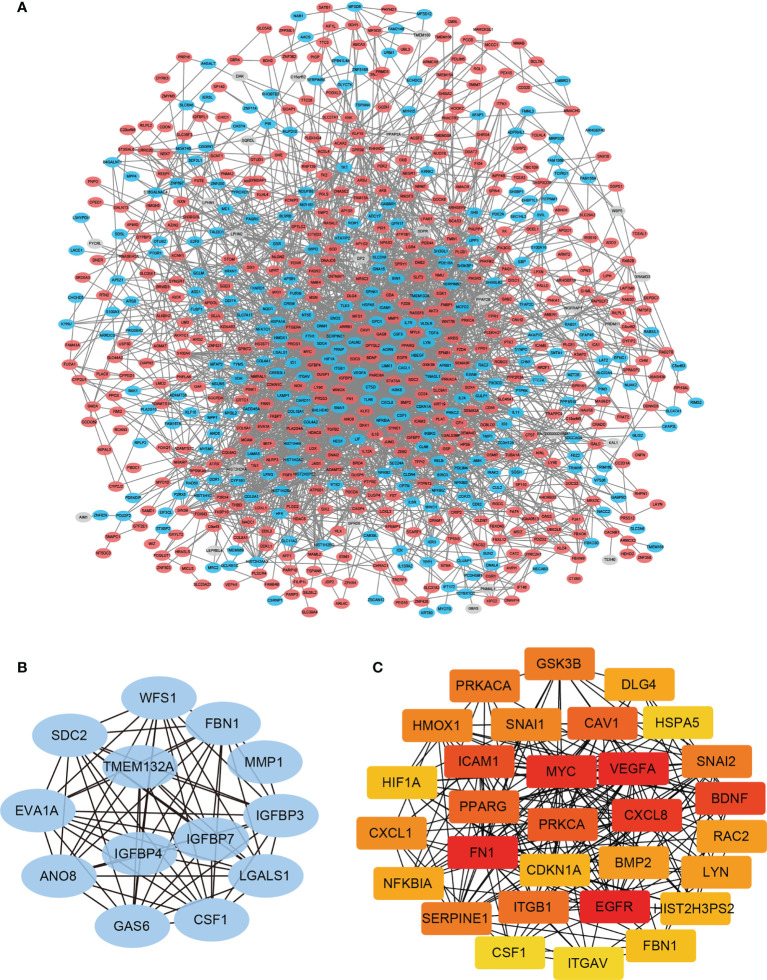
PPI network construction and module analysis. **(A)** The PPI Network of DEGs was constructed using STRING database, and visualized with Cytoscape. **(B)** The most significant cluster of highly interacting nodes within the PPI network as determined by MCODE algorithm. **(C)** The top 30 nodes ranked by degree in the PPI network determined by CytoHubba algorithm.

**Table 1:** Candidate genes from the primary screen.

Group names	Number of genes	Gene symbols
MCODE group	13	CSF1 FBN1 MMP1 IGFBP3 IGFBP4 ANO8 GAS6 LGALS1 WFS1 TMEM132A SDC2 EVA1A IGFBP7
CYTOHUBBA group	30	CSF1 FBN1 GSK3B BDNF LYN NFKBIA HSPA5 CXCL1 PPARG SERPINE1 SNAI1 HIF1A PRKCA PRKACA RAC2 HMOX1 VEGFA DLG4 CXCL8 HIST2H3PS2 EGFR ICAM1 MYC FN1 CAV1 CDKN1A ITGB1 BMP2 SNAI2 ITGAV
GSEA group	36	GSK3B SEMA3A EPHA5 NTN4 NGEF SEMA6D CFL2 EPHA7 EFNB1 NFATC4 SEMA3E DCC CXCR4 EPHA4 FES SLIT2 ROBO2 EFNA3 EPHA6 SEMA4G EPHA3 ROBO3 PLXNC1 EPHB1 SEMA3B SRGAP3 SEMA3G GNAI1 ABLIM1 EPHA1 SEMA3F SEMA4D FYN DPYSL2 UNC5C SRGAP1
TOP DEGs group	10	MMP1 SEMA3A KRT19 SOCS2 SPANXB1 FST KCNAB2 FKBP10 MYO1D ESM1

### Pathway Enrichment Assessed by GSEA

GSEA is a computational method to determine the statistical significance of *a priori* defined set of genes and the existence of concordant differences between two biological states (40, 41). 

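The gene set of the pathway was not used here. In its place, 68 ligands and receptors of the ephrin, semaphorin, plexin, netrin, slit and related families were listed by symbol before the data were examined, and 53 of them could be tested. Their median log2 fold change was 0.42, with 31 genes significantly higher and 11 significantly lower in 231-BR cells at an adjusted p under 0.05. When adjusted over the list alone, 42 of the 53 had an adjusted p under 0.05. The study had picked 24 of the 68 for its groups. The camera set test of limma, with a preset correlation between genes of 0.01, gave an adjusted p of 0.057 over the 7 lists tested, and camera with the correlation estimated from the data gave 0.10. The fry test gave an adjusted p of 2.0e-07, but all 7 lists passed under fry, among them the collagens with a median of -0.02 (4.9e-06). Of all 13465 genes tested, 10406 had an adjusted p under 0.05 from limma, so neither fry nor the 42 genes set this list apart. Under the alternatives the median ran from 0.08 to 0.60 and the adjusted p of camera from 0.035 to 0.44, with the lowest p after median-of-ratios scaling.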

Upon performing the GSEA analysis, Axon guidance was the only significant signaling pathway identified by the default setting in the GSEA tool, with FDR P value = 0.114, Nominal P value < 0.0001, Normalized Enrichment Score (NES) = 1.715, ES = 0.523, Leading edge: tags=29%, list=13%, signal=32%, FWER P value: 0.129 (**Figure 4A**). The elevated expression of the 36 leading edge subsets in 231-BR groups was shown (**Figure 4B**), and these genes were assigned to the GSEA Group (**Table 1**).

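All 36 leading edge genes had a higher FPKM in every 231-BR library than in every MDA-MB-231 library. The test covered 33 of them, since EPHA1, SRGAP3 and UNC5C had a mean under 0.1, and all 33 had an adjusted p under 0.05, over all genes tested and when adjusted over the list alone. The genes were chosen on these libraries, so their direction is not independent evidence. The median log2 fold change of the 33 genes was 1.54, and 1.51 without DCC, which is listed at 0 in every MDA-MB-231 library. Expression was low for many of them: the median FPKM over the 36 genes was 1.92 in 231-BR cells and 0.483 in MDA-MB-231 cells, and 14 of the 36 had a mean of at least 1 in both lines. The DEG criteria were met by 9 of the genes. With a pseudocount of 1 the median log2 fold change fell to 0.87. SLIT2 rose from 13.2 ± 0.553 to 40.2 ± 0.832 FPKM (SD, n = 3 each), a log2 fold change of 1.60 (standard error 0.037, adjusted p = 2.0e-10). EFNB1 rose from 2.54 ± 0.197 to 15.4 ± 0.315 FPKM (SD, n = 3 each), a log2 fold change of 2.56, and the median of its 40 neighbours on chromosome X was 0.88. CXCR4 had 11.1 ± 0.323 FPKM in 231-BR cells and 0.023 ± 0.025 FPKM in MDA-MB-231 cells (SD, n = 3 each).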

**Figure 4:**
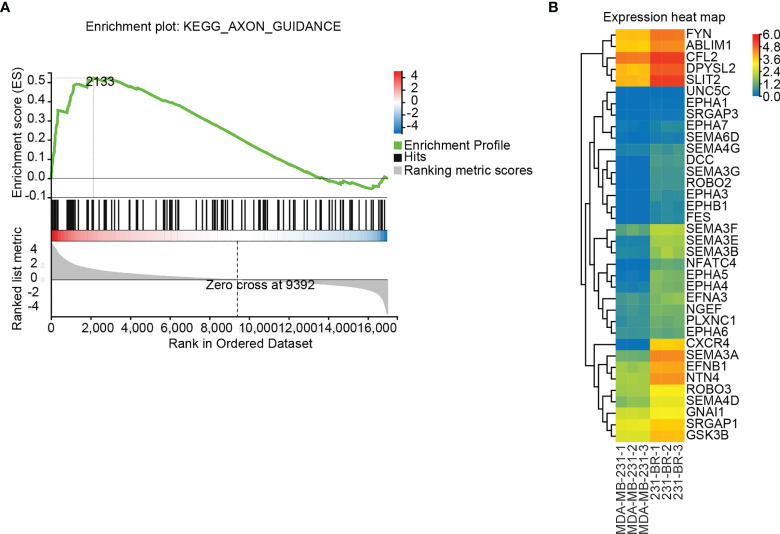
Differentially regulated pathways determined using GSEA. **(A)** GSEA identified the “Axon guidance” signaling pathway as significant (FDR adjusted P value < 0.25). **(B)** Expression values (FPKM) of the 36 leading edge subsets of “Axon guidance” pathway are shown in a heatmap.

### Identification of Candidate Genes

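Ranked by log2 fold change among the genes past the criteria, the 10 largest increases were in SPANXB1, MMP1, KRT19, FST, KCNAB2, FKBP10, MYO1D, ESM1, SEMA3A and SOCS2, which are the 10 genes of the TOP DEGs group. The log2 fold changes ran from 3.66 for SOCS2 to 5.80 for SPANXB1, and each of the 10 genes was higher in every 231-BR library. KRT19 had 90.9 ± 3.32 FPKM in 231-BR cells and 2.90 ± 0.332 FPKM in MDA-MB-231 cells (SD, n = 3 each), a log2 fold change of 4.93 (standard error 0.069, adjusted p = 1.0e-11). FKBP10 rose from 2.08 ± 0.200 to 36.5 ± 1.24 FPKM (SD, n = 3 each), a log2 fold change of 4.07. MYO1D rose from 1.20 ± 0.110 to 16.9 ± 0.754 FPKM (SD, n = 3 each), a log2 fold change of 3.71. ESM1 rose from 3.79 ± 0.178 to 50.3 ± 1.58 FPKM (SD, n = 3 each), a log2 fold change of 3.70. MYO1D, SEMA3A and SOCS2 had means of 1.20, 1.46 and 1.74 FPKM in MDA-MB-231 cells, close to the FPKM criterion of 1. When genes with a mean of at least 1 in either line were ranked, none of the 10 was among the 10 largest increases, which were led by CDH11, MAGEA6, TIMP3, PHGDH and SSX1. CDH11 had 56.2 ± 1.06 FPKM in 231-BR cells and 0.0067 ± 0.0058 FPKM in MDA-MB-231 cells (SD, n = 3 each).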

From the primary screening, genes that may be related to brain metastatic potential were determined through the following approaches and assigned to four groups accordingly: (1) MCODE Group: the 13 hub genes identified by MCODE (**Figure 3B**, **Table 1** and **Supplementary Table 4**); (2) Cytohubba Group: the 30 hub genes identified by Cytohubba (**Figure 3C**, **Table 1** and **Supplementary Table 5**); (3) GSEA group: the 36 leading edge subsets of GSEA (**Figure 4B**, **Table 1** and **Supplementary Tables 6**, **7**); (4) TOP DEGs group: the 10 most up-regulated DEGs in 231-BR group determined by Log2 (fold-change) (**Table 1** and **Supplementary Table 8**). Accordingly, a total of 84 unique genes were identified (**Table 1**).

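The 4 groups held 84 unique genes, of which 65 were higher in every 231-BR library and 19 lower. An adjusted p under 0.05 was reached by 81 of the 84 genes, and all DEG criteria were met by 53, of which 38 were higher and 15 lower in 231-BR cells. Of the 34 genes that came from the GSEA group only, 7 met the criteria. KRT19, FKBP10, GSK3B, SPANXB1, FN1, MYO1D, ANO8 and ESM1, which the paper takes further, all met them, with log2 fold changes from 1.33 to 5.80, and all 8 had an adjusted p under 0.05 when adjusted over the list alone. With an absolute log2 fold change over 1.5 as the criterion 5 of the 8 passed, without FN1, GSK3B and ANO8. With a pseudocount of 1, 7 of the 8 passed at the criterion of 1, without ANO8. The paper proposes that genes in these groups may be related to brain metastatic potential, and examines them next against patient survival.

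**Figure D3:**
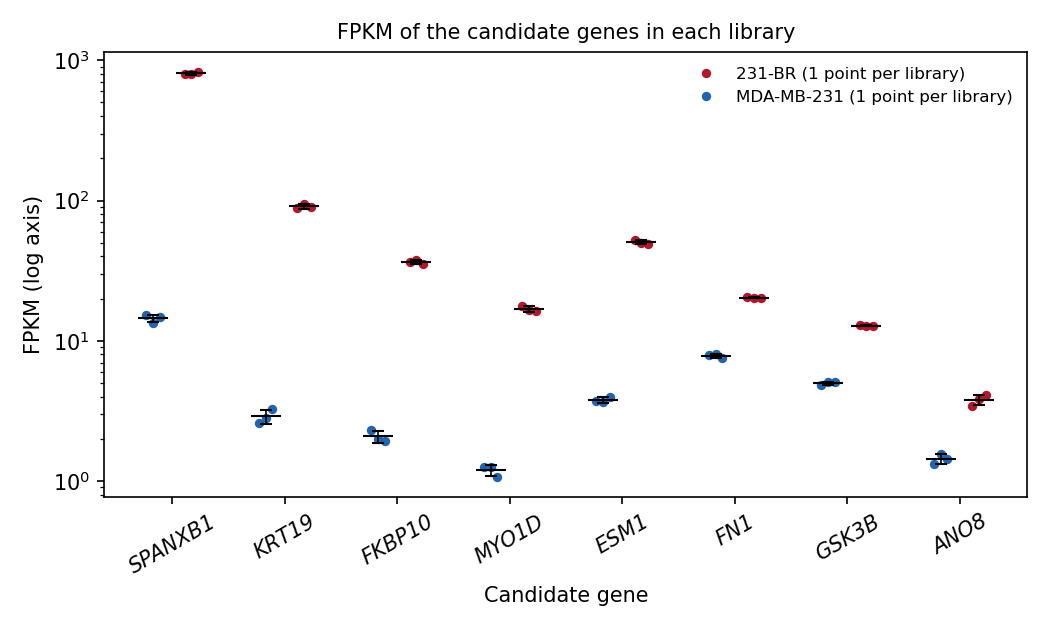
FPKM on a log axis (vertical axis) of 8 genes (horizontal axis) in the 3 libraries of 231-BR cells and the 3 of MDA-MB-231 cells, with 1 point per library and black bars for the mean and SD. The 231-BR libraries lie above the MDA-MB-231 libraries for each of the 8 genes.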

To analyze the prognostic value of the genes, the correlation between gene expression and metastasis-free survival, which was defined as time from diagnosis to distant metastasis as first event, was assessed using datasets from GEO (**Figure 5**). Patients were divided into two groups based on the cutoff of median or 25th percentile. High expression of combined expression of the 8 genes, KRT19, FKBP10, GSK3B, SPANXB1, FN1, MYO1D, ANO8 and ESM1 in breast cancer patients was associated with worse metastasis-free survival in breast cancer patients (combined expression: log rank P = 0.0159, HR = 1; KRT19: log rank P = 0.0075, HR = 1.45; FKBP10: log rank P = 0.0061, HR = 3.5; GSK3B: log rank P = 0.0130, HR = 2.15; SPANXB1: log rank P = 0.0306, HR = 1; FN1: log rank P = 0.0003, HR = 1.62; MYO1D: log rank P = 0.0245, HR = 2.36; ANO8: log rank P = 0.0415, HR = 1; ESM1: log rank P = 0.0049, HR = 1.71) (**Figure 5**). Meanwhile, their roles in BCBM have not been thoroughly investigated in previous studies. Therefore, the above 8 genes were identified as our candidate genes (**Figure 5**).

**Figure 5:**
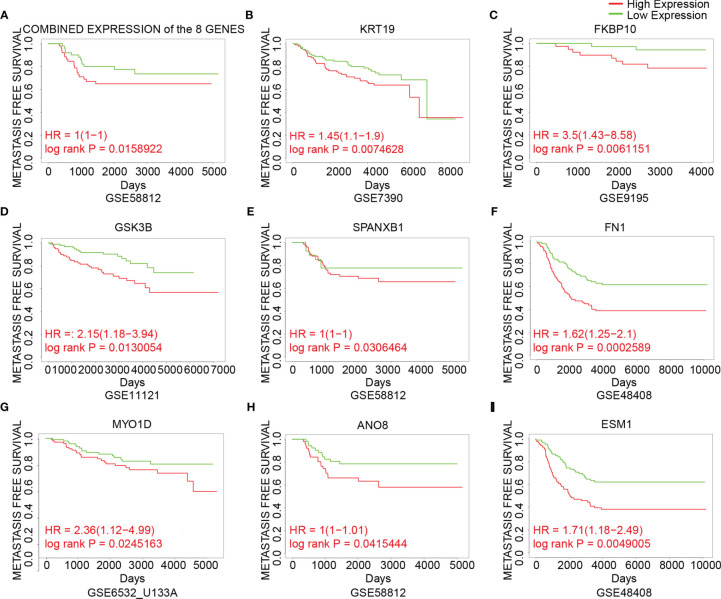
The association between expression of the candidate genes and metastasis-free survival in breast cancer. **(A)** The association between the combined expression of the 8 candidate genes and metastasis-free survival in breast cancer cohorts. **(B–I)** The association between expression of individual genes and metastasis-free survival in breast cancer cohorts. Samples were obtained from the GEO database. The P value was calculated by log rank test.

The PPI network of the candidate genes was built with STRING and showed in **Figure 6A**. They were annotated using KEGG pathway annotations and GO terms (**Figure 6B** and **Supplementary Figure 1**). The expression levels of the candidate genes were verified using quantitative RT-PCR (**Figure 6C**). These genes all showed a higher expression in 231-BR cells as compared with MDA-MB-231 cells.

**Figure 6:**
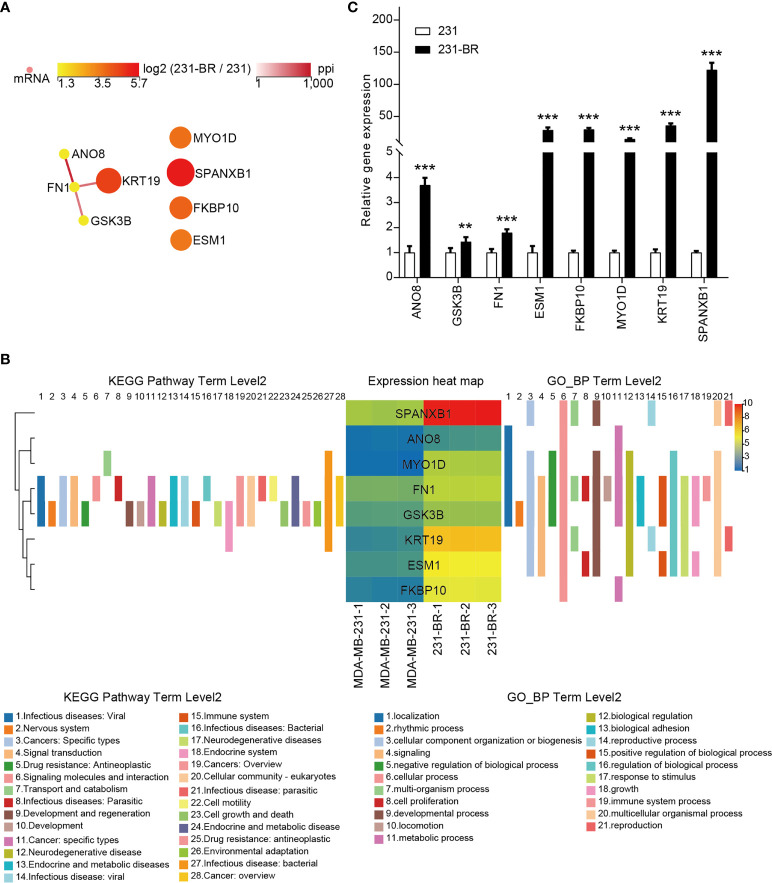
The 8 candidate genes selected from the screening. **(A)** The PPI network of the 8 candidate genes. **(B)** The KEGG pathway annotations and GP_BP terms of the 8 candidate genes. **(C)** The mRNA levels of all candidates were validated by quantitative RT-PCR. Student’s t-test was used for statistical analysis: **P < 0.01, ***P < 0.001 compared with 231 group.

### The Prognostic Values of the Candidate Genes in BCBM and Effects of Them on 231-BR Cell Migration

To explore the prognostic values of the candidate genes in BCBM, we analyzed the relationship of the gene expression with brain-metastasis survival in breast cancer patients using data from a public dataset GSE12276, which contain the brain relapse information of a total of 204 patients. We assessed the prognostic value using Cox proportional hazards analysis, with risk group as covariate and brain metastasis-free survival as endpoint. The candidate gene set showed a significantly correlation with brain metastasis-free survival of breast cancer patients [log rank P = 0.011, hazard ratio (HR) = 3.781, CI = 1.257 − 11.368], indicating a prognostic value of the gene set in predicting brain metastasis (**Figure 7A**).

**Figure 7:**
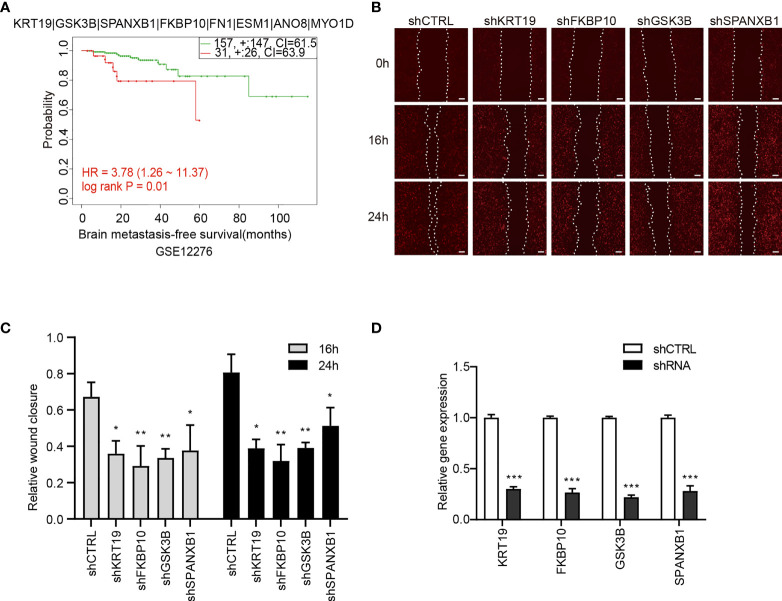
The association of the candidate gene set with brain metastasis-free survival of breast cancer patients and effects of the genes on migration of 231-BR cells. **(A)** The association between the candidate gene set and brain metastasis-free survival in breast cancer patients. Samples were obtained from the GEO database. The P value was calculated by log rank test. **(B)** Knockdown of KRT19, FKBP10, GSK3B and SPANXB1 inhibited the migration of 231-BR cells as determined by wound healing assay, and the representative images are shown. Bar, 200μm. **(C)** The quantified data of wound healing assay are shown. Student’s t-test was used for statistical analysis: *P < 0.05, **P < 0.01, ***P < 0.001 compared with corresponding control (shCTRL) at the same time point. **(D)** Knockdown efficiency of shRNAs was verified by quantitative RT-PCR. Student’s t-test was used for statistical analysis: ***P < 0.001 compared with shCTRL.

Next, Each gene was analyzed individually for its effect on 231-BR cell migration. The 8 candidate genes were individually knocked down in 231-BR cells, and cell migration was evaluated using the wound healing assay (**Figures 7B, C**). Knockdown efficiency was verified by quantitative RT-PCR (**Figure 7D**). As shown, among the above-mentioned 8 genes, knockdown of four genes: KRT19, FKBP10, GSK3B, and SPANXB1 significantly inhibited the migration of 231-BR cells. Arising from this, these four genes were determined as the final key genes in our study.

### Expression of the Key Genes in Breast Cancer Patients

In the results section above, the candidate gene set showed a significantly correlation with brain metastasis-free survival of breast cancer patients, and each individual candidate genes appear to have an impact on metastasis-free survival of breast cancer patients. In addition, each individual key genes showed an effect on the migration of 231-BR cells (**Figure 7**). These data indicated these genes may serve as potential biomarkers in BCBM. To better understand the functions of the genes in breast cancer, we next evaluated the expression of the key genes in breast cancer patients using Samples from the public databases, including TCGA, CPTAC, and HPA Databases (**Figures 8A–E**).

**Figure 8:**
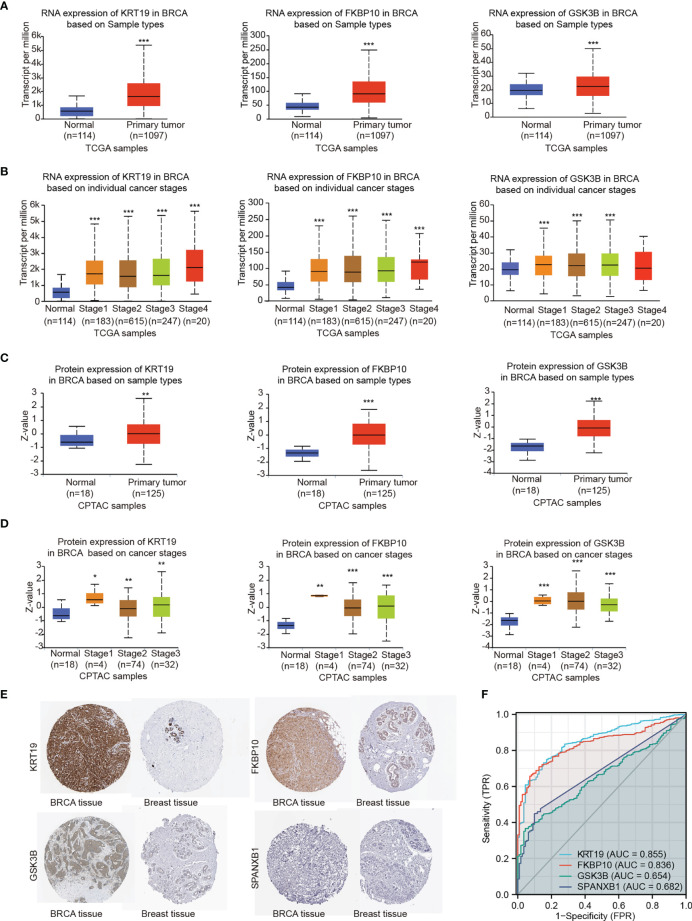
Gene expression levels were explored by TCGA, CPTAC and HPA databases. **(A)** RNA expression levels of KRT19, FKBP10 and GSK3B were explored by TCGA based on sample types. **(B)** RNA expression levels of KRT19, FKBP10 and GSK3B were explored by TCGA based on cancer stages. **(C)** Protein expression levels of KRT19, FKBP10 and GSK3B were explored by CPTAC based on sample types. **(D)** Protein expression levels of KRT19, FKBP10 and GSK3B were explored by CPTAC based on cancer stages. **(E)** Protein expression levels of KRT19, FKBP10 GSK3B and SPANXB1 as detected by immunohistochemistry staining from the HPA database. **(F)** ROC curves of the key genes using data from TCGA. Expression values were compared using Student’s t-test: *P < 0.05, **P < 0.01, ***P < 0.001 compared with Normal.

The RNA and protein expression of the key genes in breast cancer patients based on sample types and individual cancer stages was evaluated using TCGA and CPTAC databases, respectively (**Figures 8A–D**). Elevated expression of KRT19, FKBP10 and GSK3B at both transcriptional and translational levels in BRCA were observed as compared with normal breast tissue, while the transcript per million (TPM) values of SPANXB1 were extremely low (TPM < 1) and not shown. Moreover, HPA database was applied to validate the expression of the key genes at protein level. The similar result was obtained, that is, KRT19, FKBP10 and GSK3B protein all showed elevated expression in BRCA tissue compared with normal breast tissue, whereas SPANXB1 was not detected (**Figure 8E**). The expression levels of the four key genes were also evaluated in human cancer cell lines, particularly in breast cancer cell lines, and overexpression of KRT19, FKBP10 and GSK3B in TCGA breast cancer patients and breast cancer cell lines were observed (**Supplementary Figure 2**). In addition, relationships between KRT19, FKBP10 and GSK3B expression and clinicopathological features from TCGA breast cancer cohort (n = 1083) were also explored (**Supplementary Table 9**). It should be noted that although the expression level of SPANXB1 was very low in breast cancer patients as well as in most of the human cancer cell lines (**Supplementary Figure 2**), it showed a very high expression in the brain metastatic 231-BR cells as compared with its parental MDA-MD-231. 

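SPANXB1 had 809 ± 17.5 FPKM in 231-BR cells and 14.5 ± 0.929 FPKM in MDA-MB-231 cells (SD, n = 3 each), a log2 fold change of 5.80 (standard error 0.042, adjusted p = 1.9e-13 from limma). With each library left out in turn, the log2 fold change stayed between 5.75 and 5.84. The SPANX genes are near copies of each other, so reads could have been divided among them. The summed FPKM of the 7 SPANX genes in the file was 811 ± 17.9 in 231-BR cells and 18.8 ± 1.30 in MDA-MB-231 cells (SD, n = 3 each), and SPANXB1 made up 99.7% and 77.0% of the sum. SPANXA1 and SPANXA2, whose values are identical in the file, had 0.020 ± 0.035 FPKM in 231-BR cells and 1.73 ± 0.234 FPKM in MDA-MB-231 cells (SD, n = 3 each). SPANXD had 1.88 ± 0.180 FPKM against 0.553 ± 0.086 (SD, n = 3 each). For SPANXC the libraries of the lines overlapped. Patients and other cell lines were not analysed here.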

In light of its pro-migratory effect on 231-BR cells as well as its prognostic value in metastasis-free survival of breast cancer patients (**Figures 5E**, **7**), SPANXB1 was therefore also considered as a key gene in the present study.

To assess the predictive performance of the key genes in breast cancer, we performed ROC analysis and used the area under the ROC curve (AUC) as an assessment of the prediction accuracy. A total of 1,083 breast tumor samples and 111 normal breast samples were obtained from TCGA. As shown in **Figure 8F**, KRT19 (AUC = 0.855, CI = 0.825 - 0.885) and FKBP10 (AUC = 0.836, CI = 0.808 - 0.864) had a certain accuracy in predicting cancer and normal, and the predictive abilities of GSK3B (AUC = 0.654, CI = 0.613 - 0.696) and SPANXB1 (AUC = 0.682, CI = 0.650 - 0.714) were less accurate.

### Correlation Between Gene Expression and Infiltration of Immune Cells in Breast Cancer

The tumor microenvironment (TME) landscape in brain metastases was analyzed recently, which revealed that breast brain metastases showed the highest neutrophil infiltration of myeloid cells compared with non-tumor, glioma, melanoma brain metastases and lung cancer brain metastases (47). Meanwhile, CD4+ and CD8+ T cells are the major immune cells of lymphocytes in breast brain metastases (47).

Herein, we used TIMER, EPIC, quanTIseq, xCell, MCP-counter, CIBERSORT and CIBERSORT-ABS algorithms to investigate the potential correlations between key gene expression and immune infiltration levels of neutrophils, CD4+ and CD8+ T cells in 1,100 breast cancer samples from TCGA through the TIMER 2.0 web server. The correlation coefficients (Spearman’s Rho values) between the expression of the key genes and the abundance of the immune cell type as well as its subtypes were shown in heatmaps (**Figures 9A–C**). A positive correlation of GSK3B expression with neutrophil infiltration was observed based on most algorithms (**Figure 9A**). The correlations of the above gene with tumor purity and infiltration level of neutrophil in breast cancer estimated by TIMER algorithm were shown in **Figure 9D** (Rho value = 0.19, P value = 1.70e-09).

**Figure 9:**
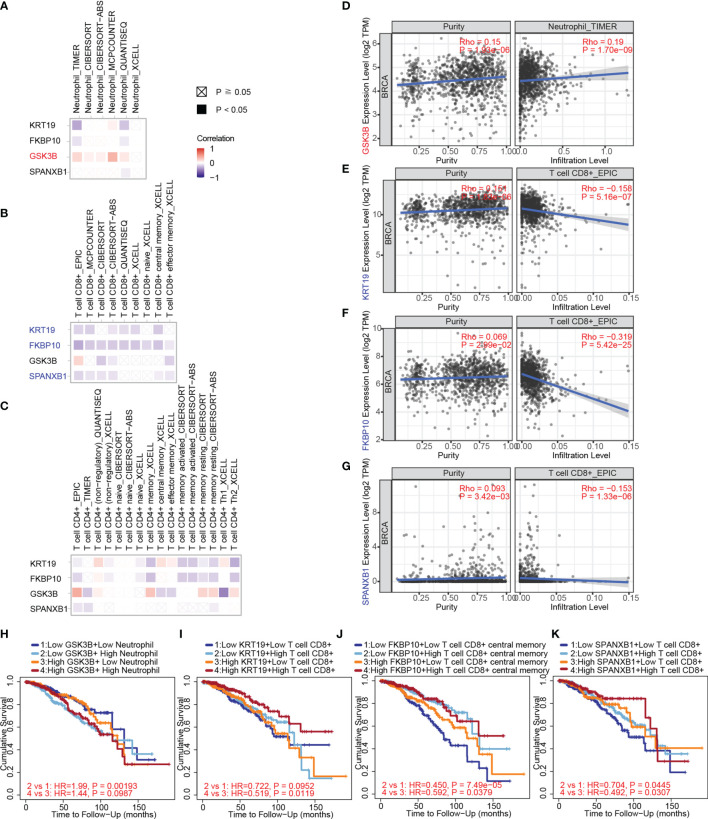
The correlation between key gene expression and immune cell infiltration in breast cancer samples from TCGA through TIMER. **(A)** The correlations between key gene expression and immune infiltration levels of neutrophils are shown in a heatmap. **(B)** The correlations between gene expression and immune infiltration levels of CD8+ T cells. **(C)** The correlations between gene expression and immune infiltration levels of CD4+ T cells. **(D)** The correlations of GSK3B with tumor purity (left) and infiltration level (right) of neutrophils in breast cancer estimated by TIMER. **(E)** The correlations of KRT19 expression with tumor purity and infiltration level of CD8+ T cells in breast cancer estimated by EPIC algorithm. **(F)** The correlations of FKBP10 expression with tumor purity and infiltration level of CD8+ T cells in breast cancer estimated by EPIC algorithm. **(G)** The correlations of SPANXB1 expression with tumor purity and infiltration level of CD8+ T cells in breast cancer estimated by EPIC algorithm. **(H)** The associations of the neutrophil and GSK3B expression levels (high versus low) with patient survival on Kaplan–Meier curves. **(I)** The associations of the CD8+ T cells and KRT19 expression levels (high versus low) with patient survival on Kaplan–Meier curves. **(J)** The associations of the CD8+ T cells and FKBP10 expression levels (high versus low) with patient survival on Kaplan–Meier curves. **(K)** The associations of the CD8+ T cells and SPANXB1 expression levels (high versus low) with patient survival on Kaplan–Meier curves. The correlation coefficient was determined by the Spearman method in **(A–G)**. P values for the Kaplan-Meier analyses are based on log rank tests in **(H–K)**.

Negative correlations of KRT19, FKBP10 and SPANXB1 expression with CD8+ T cell infiltration were observed (**Figure 9B**). The correlations of KRT19, FKBP10 and SPANXB1 expression with tumor purity and infiltration level of CD8+ T cell in breast cancer estimated by EPIC algorithm were shown in **Figure 9E** (Rho value = -0.158, P value = 5.16e-07), 9F (Rho value = -0.319, P value = 5.42e-25) and 9G (Rho value = -0.153, P value = 1.33e-06), respectively. Furthermore, how the expression level (high versus low) of the immune cells and the key genes are associated with patient survival on Kaplan–Meier curves were explored (**Figures 9H–K**). Low GSK3B expression with low neutrophil infiltration group has a better survival as compared with low GSK3B expression with high neutrophil infiltration group (**Figure 9H**). Low KRT19, FKBP10 and SPANXB1 expression with low CD8+ T cell infiltration group has a poorer survival as compared with low KRT19, FKBP10 and SPANXB1 expression with high CD8+ T cell infiltration group, whereas high KRT19, FKBP10 and SPANXB1 expression with low CD8+ T cell infiltration group has a poorer survival as compared with high KRT19, FKBP10 and SPANXB1 expression with high CD8+ T cell infiltration group (**Figures 9I–K**).

### Correlation Between Gene Expression and Biomarkers of Different Immune Cell Subsets in Breast Cancer

As microglia (MG), monocyte-derived macrophages (MDMs), neutrophils, and CD8+ and CD4+ T cells have been confirmed to be the major immune cell determinants of the brain TME landscape (47), we investigated the association between the key genes and the above immune cells based on immune biomarkers expression in breast cancer *via* GEPIA. The results indicated a negative correlation between KRT19 expression and expression of CD8+ T cells (biomarkers: CD8A and CD8B), CD4+ T cells (biomarker: CD4), neutrophils (biomarkers: CD66b, CD11b and CCR7), and MDMs (biomarkers: AHR, FCGR2B, CLEC10A, CD1C, CD1B, CD207 and CD209); a negative correlation between FKBP10 expression and expression of CD8+ T cells (biomarkers: CD8A and CD8B); a positive correlation between GSK3B expression and expression of neutrophils (biomarker: CD11b); a negative correlation between SPANXB1 expression and expression of CD8+ T cells (biomarkers: CD8A, CD8B), neutrophils (biomarkers: CD11b and CCR7) and MDMs (biomarkers: AHR, FCGR2B, CLEC10A, CD1C, CD1B, CD207 and CD209) (**Table 2**).

**Table 2:** Correlation between gene expression and biomarkers of different immune cell subsets in breast cancer.

Description	Gene Markers	KRT19		FKBP10		GSK3B		SPANXB1	
		Cor	P value	Cor	P value	Cor	P value	Cor	P value
CD8+ T cell	CD8A	**-0.20**	**2.30e-11**	**-0.19**	**1.40e-10**	-0.05	1.40e-01	**-0.13**	**1.70e-05**
	CD8B	**-0.22**	**1.80e-13**	**-0.20**	**3.10e-11**	**-0.09**	**5.30e-03**	**-0.15**	**8.10e-07**
CD4+ T cell	CD4	**-0.21**	**2.60e-12**	**-0.07**	**2.00e-02**	**0.09**	**2.60e-03**	**-0.09**	**2.30e-03**
Neutrophil	CD66b(CEACAM8)	**-0.08**	**1.20e-02**	-0.05	1.20e-01	0.01	8.20e-01	0.04	1.70e-01
	CD11b(ITGAM)	**-0.11**	**1.80e-04**	0.02	4.40e-01	**0.15**	**1.40e-06**	**-0.06**	**3.60e-02**
	CCR7	**-0.14**	**2.40e-06**	**-0.17**	**1.80e-08**	-0.06	6.60e-02	**-0.13**	**1.40e-05**
MG	P2RY12	**-0.10**	**6.50e-04**	-0.05	1.40e-01	**0.06**	**4.60e-02**	**-0.12**	**6.60e-05**
	TMEM119	-0.05	9.70e-02	**0.10**	**1.40e-03**	-0.03	4.00e-01	**-0.06**	**4.10e-02**
	TAL1	-0.03	3.30e-01	**0.08**	**5.50e-03**	-0.05	1.30e-01	**-0.08**	**1.20e-02**
	SALL1	0.03	3.10e-01	**0.19**	**5.20e-10**	**0.27**	**4.90e-19**	**0.17**	**1.10e-08**
MDMs	AHR	**-0.09**	**1.90e-03**	0.03	3.00e-01	**0.44**	**1.10e-53**	**-0.07**	**2.80e-02**
	FCGR2B	**-0.16**	**1.50e-07**	-0.01	7.50e-01	**0.11**	**4.20e-04**	**-0.07**	**2.10e-02**
	CLEC10A	**-0.16**	**1.40e-07**	**-0.14**	**6.20e-06**	**-0.12**	**1.10e-04**	**-0.18**	**2.7e−09**
	CD1C	**-0.15**	**3.80e-07**	**-0.09**	**2.30e-03**	**-0.11**	**1.70e-04**	**-0.15**	**4.1e−07**
	CD1B	**-0.19**	**1.90e-10**	**-0.17**	**2.50e-08**	**-0.06**	**4.90e-02**	**-0.10**	**1.50e-03**
	CD207	**-0.14**	**1.70e-06**	-0.02	5.50e-01	0.003	9.30e-01	**-0.09**	**3.20e-03**
	CD209	**-0.20**	**6.50e-11**	-0.03	3.40e-01	**0.16**	**1.10e-07**	**-0.14**	**7.5e−06**

Cor, R value of Spearman’s correlation. Bold values indicate P value < 0.05.

To better understand the possible functional states of the key genes in breast cancer, we explored the expression characteristics of the key genes at the single-cell level through CancerSEA, (http://biocc.hrbmu.edu.cn/CancerSEA/), a database that aims to comprehensively decode distinct functional states of cancer cells at single-cell resolution (48). As shown in **Supplementary Figure 3**, KRT19, FKBP10, GSK3B, and SPANXB1 have been investigated at the single-cell level in 9, 10, 16 and 3 types of cancer, respectively (**Supplementary Figures 3A–D**). Correlations between the gene and functional state in different single-cell datasets were filtered by the correlation > 0.3 and P value < 0.05 (Spearman’s rank correlation test with Benjamini & Hochberg FDR correction for multiple comparisons). In breast cancer (GSE77308) (49), KRT19 and SPANXB1 were shown to be correlated with several functional states. KRT19 was positively correlated with metastasis, hypoxia and stemness, and negatively correlated with DNA repair, inflammation, cell cycle, proliferation (**Supplementary Figure 3E**). SPANXB1 was positively correlated with inflammation and proliferation (**Supplementary Figure 3F**).

## Discussion

Attempts to identity new therapeutic targets for BCBM are emerging (23–26). In the present study, we focused on mining RNA-seq data of brain metastatic breast cancer cell lines and multiple clinical cohorts, by utilizing an integrated bioinformatic analyses approach and leveraging a comprehensive collection of databases, we identified potential biomarkers, validated their functions in brain metastatic breast cancer cell migration, and showed their clinical relevance to breast cancer metastasis. Our study not only provided unprecedented insights into BCBM, but also showcased the bioinformatics analytical pipeline that could be applied to other cancers.

Enrichments of Proteoglycans in cancer signaling pathway and Collagen-containing ECM can be observed in our KEGG and GO-CC analyses (**Figures 2A–D**). Therefore, as two main components of the extracellular matrix, which played critical roles in malignant cell behavior and cancer metastasis (50), proteoglycans and collagens may play roles in regulating 231-BR cellular functions. For the latter, collagen fibers can lay tracks for cells to migrate (51, 52), and the remodeled stiff collagens might be exploited as invasion “highways” by cancer cells (51–53). Among the identified key genes in our study, FKBP10 is a molecular chaperone able to pro-collagen maturation in fibroblasts and contributes to high-collagenous ECM (54, 55). For Proteoglycans in cancer pathway, it enables a mesenchymal phenotype with increased cellular motility. Proteoglycans in the ECM can make the extracellular space more compliant for migration, and cell-surface proteoglycans receive signals triggered by interactions with ECM components and modulate cellular behavior such as migration (56–58). There was not much evidence highlighting the relationships between Proteoglycans in cancer pathway and the 4 key genes. However, as one of the 8 candidate genes (**Figures 5**, **6**), which showed a significantly correlation with brain metastasis-free survival as a gene set (**Figure 7A**), FN1 contributes to the “proteoglycans in cancer” pathway (KEGG Pathway Map: 05205). Although FN1 was not identified as key genes in our study because it did not affect 231-BR cell migration in wound healing assay, its possible role in BCBM through Proteoglycans in cancer signaling pathway should not be ignored. This requires investigation in future studies.

GSEA is a computational method to determine whether a predefined set of genes shows statistical difference between two sets of processes or phenotypes (40, 41). Based on our RNA seq data, Axon guidance was the only signaling pathway identified through GSEA (**Figure 4**), indicating a role of it in phenotype determination of 231-BR cells. Axon guidance is a specialized form of cell migratory phenomenon (59) and has been implicated in tumor cell migration (60). Meanwhile, as one of the identified key genes, GSK3B is a member of the above pathway (KEGG Pathway Map: 04360). The emergence of this pathway indicates the regulation of Axon guidance by GSK3B may thereby affect the promigratory phenotype of 231-BR cells. This needs to be demonstrated in future studies.

The brain has been considered previously to be an immune privileged site. Indeed, it had remained uncertain for a long time whether immune cells exist and function in the brain TME (61). Recently, it has been reported that various types of immune cells can be recruited into the brain TME when the blood-brain barrier is compromised by metastatic cancer cells (61). The co-evolution of metastatic cancer cells with the brain microenvironment is critical for metastatic cells’ escaping dormancy and colonizing the brain. The TME landscape in brain metastases was analyzed and MG, MDMs, neutrophils, and CD8+ and CD4+ T cells have been confirmed to be the major immune cell determinants of the brain TME landscape (47, 62). To better predict the functions of the above genes in breast cancer, we explored the correlations between gene expression level and infiltration of immune cells. Meanwhile, correlation between gene expression and biomarkers of different immune cell subsets in breast cancer were explored. As one of the identified key genes, GSK3B positively correlated with neutrophil infiltration (**Figure 9A**). Neutrophils play important and contradictory roles in cancer development. In the TME, they may inhibit tumor progression by generating anti-tumor factors (63). However, more frequently, they are reported as tumor accomplices to promote cancer metastasis (64–67) and seems to be an indicator of poor outcome (68, 69). A common mechanism of how tumors can induce neutrophilia seems to be the production by tumors of cytokines that influence granulopoiesis (70). In breast cancer, neutrophils have been shown to drive metastatic establishment within the lung TME (65), meanwhile, they represented a major immune compartment and showed a high infiltration in the brain TME (47). Therefore, the positive correlation of GSK3B and neutrophil infiltration may suggest a metastasis-promoting effect or a prognostic role or of this gene in BCBM (**Figure 9**).

Three of the identified key genes (FKBP10, KRT19, and SPANXB1) negatively correlated with the infiltration of CD8+ T cells, which is the lymphocytes primarily responsible for immune-mediated tumor cell death (**Figure 9B**). One possible cause of the immunosuppression caused by FKBP10 is that collagen can act as a regulator for tumor associated immune infiltration (71–73). High-fibrillar collagens could act as barrier to immune infiltration, and stop the production of chemokines, that lead to suppression of the anti-tumor immune response in the TME (71–74). Higher collagen deposition resulted in tumor immune suppression characterized by decreased total CD8+ T cells and increased exhausted CD8+ T cell subpopulations due to the leukocyte-specific collagen receptor LAIR1, which suppresses lymphocytic activity and is expressed on CD8+ T cells following integrin beta 2 binding to collagen (71–77). Few studies have explored the effects of the other two (KRT19, and SPANXB1) in immunoregulation. However, interrupting expression of KRT19 in mouse tumors prevented the formation of the CXCL12–KRT19 coating, allowed the accumulation of T cells (78), suggesting a possible role of KRT19 in immunoregulation. Considering low CD8+ T cell infiltration often associated with poor outcome and CD8+ T cell is one of the major immune cell determinants of the brain TME (47, 71, 74), the negative correlation between the identified genes (KRT19, FKBP10 and SPANXB1) and CD8+ T cell infiltration suggests the immunosuppressive and metastasis-promoting effects in BCBM.

To the best of our knowledge, the effects of our key genes on BCBM have not been reported so far. Some previous studies have shown effects of these genes on cell migration or metastasis to other sites in some malignant tumors. KRT19 encodes a protein belonging to the keratin family, which are integrated in the cellular framework and interact with a range of cellular proteins (14, 15). It has been shown to exhibit tumor-promoting effects in breast, hepatocellular carcinoma, oral squamous cell carcinomas and lung cancers (79–81). However, studies in breast cancer cells have shown that modulation of KRT19 expression led to contrasting effects on cell behaviors. It can either suppress cell proliferation, migration and invasion (14, 15, 82), or promote oncogenesis, tumor growth and metastasis (83, 84). MARIA et al. reported that KRT19 was only detected in circulating tumor cells of breast cancer patients, but not in healthy donors. The KRT19-positive detections correlated with the diagnosis and high proliferation rate of breast cancer (85), and the combined positive detection of PTHRP-plus-KRT19 correlated with the presence of distant metastasis, especially with bone metastasis (85). These results also asked whether KRT19 could be a marker in breast cancer bone metastasis, which need further investigation. In addition, KRT19 is involved in Estrogen signaling pathway (KEGG Pathway Map: 04915), which has been shown to stimulate cell migration and contribute to brain metastases of breast cancer (86–89). MDA-MB-231 cells also express estrogen receptors, including wild-type ERα, ERα variants (ERα Δ5 and Δ7) and ERβ variants (ERβ1 and ERβ2) (90–93). Moreover, although not in the top 20, Estrogen signaling pathway was enriched in our KEGG analysis (Term Candidate Gene Num = 20, Q value = 0.02). These findings may help explain why KRT19 was identified as key genes in this study.

FKBP10 is a gene encoding FKBP65, which belongs to the FKBP-type peptidyl-prolyl cis/trans isomerase family. This protein localizes to the endoplasmic reticulum and acts as a molecular chaperone (RefSeq database). FKBP family members are involved in multiple cellular processes, including receptor signaling, protein folding, transcription, chaperone activity and immunosuppression (94). A growing body of evidence has suggested that FKBPs play important roles in cancer (95, 96). FKBP10 has been studied in some cancers and its role is currently controversial (97–101), while few studies have investigated FKBP10 in breast cancer. FKBP10 has been reported to be an intracellular regulatory factor for ECM reconstruction and directly interact with collagen I (54, 55). Combined with our GO-CC results that showed an enrichment of Collagen-containing extracellular matrix (**Figures 2A, D**), the role of FKBP10 in 231-BR cellular behavior may partly be explained.

The protein encoded by GSK3B is a serine-threonine kinase belonging to the glycogen synthase kinase subfamily. It is one of the few signaling mediators that play central roles in a diverse range of signaling pathways, and it has been shown to be involved in energy metabolism, inflammation, apoptotic pathways, ER-stress, and mitochondrial dysfunction (102). Multiple roles have been suggested for GSK3B in different cancers, and even after years of study they remain complex and controversial (103). Due to its ability to phosphorylate and thereby target some pro-oncogenic molecules for ubiquitin-dependent proteosomal degradation, GSK3B has been thought of potential tumor suppressor in some cancers (104–106). However, recent reports have suggested that GSK3B is a positive regulator of cancer progression (107–111). In breast cancer, GSK3B knockdown has been shown to inhibit cell proliferation, and GSK3B overexpression has been shown to correlate with poor prognosis in TNBC patients (112–114).

SPANXB1 is a member of the SPANX family, which consists of five members all located in a gene cluster at Xq27.1 (115). SPANX family encompasses cancer-testis antigens that are epigenetically silenced in normal tissue except testes, while expressed in several human tumors (116, 117). SPANXB1 has been reported to be expressed in melanoma and carcinomas of breast, lung, ovary, colon, and bladder (118–120). In TNBC, SPANXB1 has been shown to promote lung and liver metastasis and be traceable in the circulating extracellular vesicles (120). These data support our findings, and suggest a utility of SPANXB1 as a prognostic biomarker in breast cancer metastasis (120).

Combining the previous studies with insights from our work, we believe that the candidate gene set and individual key genes identified here may be implicated in brain metastasis of breast cancer. The present study may provided new potential biomarkers for BCBM. However, this study has several limitations. Firstly, the screening conducted by us was performed in two TNBC cell lines and the effect of the identified genes on cell migration was only validated in the brain metastatic cell line 231-BR. Although some evidence points to the key genes as potential biomarkers of BCBM, further biological experimental validation and clinical verification along with extensive mechanistic studies are necessary for more accurate and reliable conclusions. Indeed, this is an on-going study in our laboratory with the aim to better clarify and ultimately decipher the underlying mechanism of various key genes. Secondly, although the candidate gene set showed a significantly correlation with brain metastasis-free survival of breast cancer patients from a public dataset, the prognostic value of each individual candidate genes requires further investigation in clinical studies. Since we have not gotten enough brain metastases samples of breast cancer patients from public databases, we have already set up a reliable clinical source in collaboration with some local hospitals and proposed a future study to further investigate the effects of our selected genes from a clinical perspective.

## Conclusion

In the present study, we identified candidate genes that may play roles in BCBM through a series of bioinformatic analyses and wet-lab experiments. The identified genes showed an elevated expression in brain metastatic 231-BR and a prognostic value in patients with BCBM. Among them, KRT19, FKBP10, GSK3B and SPANXB1 were identified as key genes based on their roles in migration of 231-BR. Furthermore, the key genes showed a correlation with the infiltration of major immune cells in the brain TME, suggesting possible roles of them in regulation of immune response in brain TME. Therefore, the present work may provide new potential biomarkers for BCBM.

## Future Directions

Several future directions can be envisioned. The involvement of the identified genes in BCBM demonstrated utility for the identification of biomarkers or potential drug targets for BCBM treatment. Screening brain penetrable compounds targeting these genes may be a promising way for BCBM drug discovery. For example, GSK3B has been studied as a target for drug discovery in the treatment of nervous system disorders (121, 122), and a brain penetrable and orally active GSK3 inhibitor has been reported as a clinical candidate for Alzheimer’s disease and progressed into Phase 1 clinical trials (122). These findings in conjunction with our findings, suggest new indications for such compounds in BCBM.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author Contributions

The experiment was designed by all authors. LW and YG performed the bioinformatics analysis and wrote the manuscript. DZ, QW, LL, and TL conducted the experimental part. All authors contributed to the article and approved the submitted version.

## Funding

The present study was supported by National Natural Science Foundation of China (grant no. 81602532); Beijing Natural Science Foundation (grant no.5202004 and 5214022). Support Project of High-level Teachers in Beijing Municipal Universities in the Period of 13th Five-year Plan (grant no. IDHT20170516).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Screening and Identification of Novel Potential Biomarkers for Breast Cancer Brain Metastases
**Source:** Front Oncol. 2022 Jan 13;11:784096. doi: 10.3389/fonc.2021.784096
**Supplement:** Supplementary file 1

Supplementary Table 9: Relationship betweenKRT19, FKBP10 and GSK3B expression and clinicopathological features from TCGA breast cancer cohort

(n = 1083)

How the deposited data were processed for this re-analysis (not part of the article)

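RNA sequencing of 6 libraries was analysed, 3 of 231-BR cells and 3 of MDA-MB-231 cells. The authors sequenced poly(A) RNA, filtered the reads, aligned them to the genome and to a gene set, and gave the expression of each gene as FPKM with 2 decimals and no further normalization. The genome build, the annotation release and the program that computed the FPKM are not named in the paper's text or the labels. Read counts were not used here, so no test on counts was run and the depth per library is unknown. Values of 231-BR replicates 1 and 2 were the same for 166 of the 1238 genes above 0 and at most 0.3 FPKM in every library, which shows no common step from which a read could be read off. All columns of samples in the table were used.

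The libraries were grouped by cell line. The replicate numbers were not used to pair libraries. Gene symbols were taken from the file, and 25 symbols that a spreadsheet had turned into dates were replaced through their gene identifiers. Chromosome and gene order came from the RefSeq annotation of GRCh38.p14, in which 16791 identifiers were found, and no coordinates of it are printed because the authors' build is not known. Transcript length and GC content came from the longest transcript of each gene in GENCODE release 29 and were available for 98.2% of the genes tested. The same release was searched for the primers and shRNA targets, with up to 2 mismatches for the latter.

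With R 4.3.3 and limma 3.58.1, log2(FPKM + 0.1) was fitted with 1 term for the cell line by lmFit and eBayes with a mean-variance trend for the 13465 genes with a mean FPKM of at least 0.1, and p-values were adjusted by the Benjamini-Hochberg method over these genes. DEGs had an adjusted p under 0.05, an absolute log2 fold change over 1 and a mean FPKM of at least 1 in both lines. Figures and sequence matches were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Lists of genes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over 7 lists: guidance ligands and receptors, collagens, NF-kB response, hypoxia response, interferon response, unfolded protein response and proliferation. The lists were written before the data were examined. Chromosome medians, over genes with a mean FPKM of at least 1, were compared with 10000 random draws of as many genes. Fold changes of neighbouring genes were compared over 40 neighbours, 20 on either side, and a stretch was called where the median of the neighbours was at least 0.58. A gene was taken as expressed in one line only when its mean FPKM was at least 1 in that line and under 0.05 in the other. SSX1, with a mean of 0.05 FPKM in MDA-MB-231 cells, was counted as well. The methods for neighbouring genes and for genes of one line were chosen after the data had been examined.

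The genes named in the text were chosen before the data were examined: every gene of Table 1, the candidate genes, the brain metastasis genes of the introduction, the SPANX family, reference and receptor genes, BIRC3, and the 5 largest increases and 5 largest decreases among the DEGs and among the genes with a mean FPKM of at least 1 in either line. The fit was tested on simulated data built from the deposited values: 199 of 199 changed genes that could be called were recovered in the right direction, 0 of 12855 unchanged genes were called, and the median absolute error of the log2 fold change was 0.03. Also in the simulated data, 98 of the 100 genes of a raised stretch were recovered and 0 genes outside it were called.

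The alternatives set before the data were examined were pseudocounts of 1 and 0.01, no filter on low values, a filter at a mean FPKM of 1, median-of-ratios scaling, quantile normalization, eBayes without the trend, a term for the replicate number, each library left out in turn, a mean FPKM of at least 1 in either line, an FPKM of at least 1 in every library, and an absolute log2 fold change over 1.5. Their effect is given after this summary. Pathway databases, protein interaction networks, survival data, quantitative RT-PCR and knockdown experiments were not analysed here. Some single results are not reported here.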

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

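The list of NF-kB response genes was written before the data were examined. Apart from the camera and fry tests of this list and the test of a difference in scale for it, the tests in this part were chosen after the results were seen.

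The paper does not report on the position of the changed genes. Along the chromosomes, 552 of 11088 genes with a mean FPKM of at least 1 that could be placed lay where the median log2 fold change of their 40 neighbours was at least 0.58, against at most 1 gene in 20 shuffled gene orders, and 3 genes lay in stretches lowered as far. Among the stretches, one ran from SPIN2B to AMMECR1 on chromosome X (96 genes, median 1.01) and holds EFNB1, and one ran from TAF2 to TSTA3 on chromosome 8 (64 genes, median 0.77) and holds MYC. Several technical explanations were tested. After the fold changes were corrected for expression, GC content and transcript length, which 99.6% of the genes had, the rank correlation of adjacent genes was 0.361, where 1000 shuffled orders reached at most 0.030 before the correction, so these properties do not account for it. The correlation of genes 20 places apart was 0.243, which reads shared between adjacent genes would not give. A difference in DNA copy number between the lines may lie behind the stretches: when stretches were called from every other gene, the genes not used for the call were higher at low, middle and high expression, with medians of 0.94, 0.70 and 0.53, and the lowest of these, 0.534, was still above 0. The decline with expression is also seen over all genes tested, whose medians in 4 groups of increasing expression were 0.24, 0.16, 0.05 and -0.04. DNA was not measured, so regulation of whole regions stays open as well. Of the 10 splits of the 6 libraries into groups of 3, only the real one, 1 of 10, placed as many genes in stretches. With 10 splits the share is never under 0.1, so chance cannot be told apart from a difference between the lines by this count.

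The list of NF-kB response genes was not a subject of the paper. Its median log2 fold change was -2.24, with 17 of the 19 genes tested significantly lower in 231-BR cells and 1 higher, and -2.45 without the genes listed at 0 in one line. The adjusted p was 8.3e-09 from camera, 0.019 with the correlation estimated and 1.3e-08 from fry, and under the alternatives that of camera ran from 6.7e-10 to 4.5e-07. All 7 lists passed under fry, so its p does not set this list apart. The study had picked 4 of the 20 genes, CXCL1, CXCL8, ICAM1 and NFKBIA, from these libraries. BIRC3, for which the paper lists shRNAs, had a log2 fold change of -1.63. A difference in overall scale between the libraries does not account for it: after median-of-ratios scaling the median was -2.33. None of 10000 lists matched on expression and transcript length had as low a median, and the middle 95% of them ran from -0.22 to 0.41. Of the 10 splits of the libraries, the real one alone, 1 of 10, gave a median as far from 0, which with 10 splits cannot be told apart from chance. Culture density and other conditions at harvest were not tested, and a lower NF-kB activity in 231-BR cells stays a hypothesis that the median of -2.33 after scaling leaves open, as it may also reflect how the cells were grown.

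In 231-BR cells 79 genes had a mean FPKM of at least 1 and under 0.05 in MDA-MB-231 cells, or at this limit for SSX1 (0.05). The opposite was seen for 17 genes. The paper's criterion of an FPKM of at least 1, where asked of both lines, leaves such genes out. CDH11, MAGEA6, PHGDH and SSX1, which the rule for named genes picked, are among the 79, and CXCR4 of the GSEA group is another. A mixture of the lines in a library would put every gene in the other line at no less than its share, so it was tested on genes chosen by their level in one line alone. Of the 4036 genes with a mean of at least 20 FPKM in 231-BR cells, the fifth lowest level in MDA-MB-231 cells was 0.181% of that in 231-BR cells, which argues against a larger share of 231-BR material. Of the 3900 such genes of MDA-MB-231 cells, the fifth lowest level in 231-BR cells was 1.78%, above the limit of 1% set for the test, although 3 of the genes stood below 1%. By this test a small share of MDA-MB-231 material in the 231-BR libraries cannot be told apart from low expression of these genes. Such a share would narrow the gap between the lines at genes of one line only, not open it. Of the 79 genes, 20 (25.3%) lie on chromosome X, against 3.51% of the genes tested (Fisher's exact test, 2-sided, odds ratio 9.84, p = 1.6e-12, in which genes count as independent, which neighbours are not). Of the 17 genes of MDA-MB-231 cells 4 lie on it. A gain of the whole X chromosome does not account for the excess, since the median log2 fold change of the 356 other X genes was 0.021. The median of the neighbours of the 20 genes was -0.0047, so as a set they do not sit in raised stretches. A difference between the lines in gene silencing may lie behind such genes; it was not tested.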

How the results depend on the processing

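The alternatives were set before the data were examined, except for the fold change relative to neighbouring genes, the numbers of genes in raised stretches and the numbers of genes of one line, which were chosen after seeing the data.

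When each library was left out in turn, the number of upregulated DEGs stayed between 619 and 636 and that of downregulated DEGs between 238 and 254. Of the groups, 12 to 13 MCODE genes, 26 to 27 CytoHubba genes and all 8 candidate genes passed, and 9 to 10 of the TOP DEGs group were among the 10 largest increases. The median log2 fold change of the GSEA group ran from 1.52 to 1.58, that of the guidance ligands and receptors from 0.34 to 0.47, and that of the NF-kB response genes from -2.48 to -2.23. The number of genes in raised stretches ran from 517 to 587.

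A mean FPKM of at least 1 in either line gave 1086 upregulated and 390 downregulated DEGs and put 0 genes of the TOP DEGs group among the 10 largest increases, because it adds genes that are near 0 in one line. An absolute log2 fold change over 1.5 gave 236 and 89 DEGs, 6 MCODE genes, 13 CytoHubba genes and 5 candidate genes, since it asks for more than the criterion of 1. With a pseudocount of 1, 433 and 188 DEGs, 11 MCODE genes, 24 CytoHubba genes and 7 candidate genes passed, ANO8 being the candidate gene that did not, with a log2 fold change of 0.97, and 8 genes of the TOP DEGs group were among the 10 largest increases. An FPKM of at least 1 in every library gave 601 and 227 DEGs.

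The balance of up and down depends on the scaling. The FPKM values as deposited gave 72.6% upregulated among the DEGs, median-of-ratios scaling 63.0% (519 and 305 DEGs) and quantile normalization 53.3% (439 and 384 DEGs). These moved the median of all genes by -0.08 and -0.14. Of the upregulated DEGs, 519 and 434 respectively were also among the 630 with FPKM as deposited. The median of the GSEA group was 1.46 and 1.33 under these scalings, 0.87 with a pseudocount of 1, 1.46 without a filter and 1.43 with genes of a mean FPKM of at least 1 tested; the pseudocount moves it because most of these genes have a low FPKM, and for the others the cause was not tested. The guidance ligands and receptors passed the threshold after median-of-ratios scaling only, with a median of 0.35 and an adjusted p of 0.035 (range over the alternatives 0.035 to 0.44); the cause was not tested. The median of the collagens changed sign without a filter, to 0.046, and that of chromosome X after median-of-ratios scaling, to -0.04, and quantile normalization, to -0.12, all from values near 0; the cause was not tested. The number of genes in raised stretches was 366 and 362 under these scalings; the cause was not tested.

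With a replicate block, a term for the replicate number as in a paired design, 630 and 239 DEGs were found. The numbers do not pair the libraries: the correlations of the deviations from the line means between libraries with the same number were 0.087, -0.040 and -0.106.

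Relative to the median of their 40 neighbouring genes, an alternative chosen after seeing the data, 430 genes were upregulated and 218 downregulated, of which 360 and 172 were DEGs without it. ANO8, GSK3B, MYC, PRKACA, PRKCA, IGFBP4, IGFBP7, HSPA5, ITGAV, LGALS1 and RAC2 no longer passed, and HIF1A and SRGAP1 did. At a mean FPKM of at least 2 in one line, 42 genes were expressed in 231-BR cells only and 7 in MDA-MB-231 cells only, and with the other line at 0 in every library 24 and 7, since both ask for more.

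Among the genes named in the text, ESR1 changed sign under quantile normalization, to -0.25; the cause was not tested. In the alternatives other than leaving out a library, 6 further values of these genes were no longer past the threshold and 567 were the same in direction and threshold, and with a library left out 4 values were no longer past it and 434 were the same. GAPDH came to 0 under quantile normalization, since it ranks 2 in every library and is given the same value in each. The gene tables hold no counts, so DESeq2 was not run. The unknown depth limits what can be said of genes with a low FPKM, such as DCC, EPHA1, SRGAP3, UNC5C and SPANXC.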

Differences from the paper's values

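The paper's counts of 545 upregulated and 315 downregulated DEGs stand beside 630 and 238 here, each within 1.5 times the other. The methods are unlike, since the paper used DESeq2 and the counts here come from limma on FPKM without further scaling. After median-of-ratios scaling of the FPKM the counts were 519 and 305. The mean FPKM of 49 genes of Supplementary Tables 4, 5 and 8 differed from the paper's by at most 0.0029% over the 98 means compared.

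The log2 fold changes of Supplementary Tables 4 and 5 differed from those computed here by more than the spread between replicates for 21 of the 49 genes compared. Over the 49 genes the median difference was 0.08. After median-of-ratios scaling, an alternative set before the data were examined, the median difference was -0.0052 and each of these 21 genes fell within the spread of the paper's value, and 1 other gene, MYO1D, differed, with 3.63 against the paper's 3.78. The value here, the paper's value and the value after scaling were as follows: WFS1 (2.94 against 2.88, 2.86 after scaling), IGFBP4 (1.13 against 1.05, 1.05 after scaling), CSF1 (-1.14 against -1.23, -1.23 after scaling), IGFBP3 (2.33 against 2.26, 2.25 after scaling), MMP1 (5.51 against 5.43, 5.43 after scaling), HIF1A (-0.94 against -1.02, -1.03 after scaling), VEGFA (-2.09 against -2.19, -2.18 after scaling), SNAI2 (1.92 against 1.85, 1.83 after scaling), MYC (1.21 against 1.13, 1.13 after scaling), NFKBIA (-1.66 against -1.74, -1.74 after scaling), GSK3B (1.35 against 1.28, 1.26 after scaling). The remaining genes were CAV1 (1.09 against 1.00, 1.01 after scaling), LYN (-0.98 against -1.07, -1.06 after scaling), ICAM1 (-3.20 against -3.32, -3.28 after scaling), PRKACA (1.40 against 1.33, 1.31 after scaling), PRKCA (1.21 against 1.14, 1.13 after scaling), RAC2 (-1.27 against -1.35, -1.35 after scaling), ITGB1 (-0.96 against -1.04, -1.04 after scaling), HSPA5 (-1.22 against -1.30, -1.30 after scaling), PPARG (2.60 against 2.42, 2.52 after scaling), FN1 (1.36 against 1.28, 1.28 after scaling).

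For MMP1, HIF1A, MYC, NFKBIA, GSK3B, CAV1, RAC2, ITGB1 and HSPA5, none of the other 13 alternatives set before the data were examined did so. For the other genes these alternatives also did: pseudocount 1 for WFS1, IGFBP3, SNAI2, PRKACA, PRKCA, PPARG and FN1, quantile normalization for WFS1, CSF1, IGFBP3, VEGFA, SNAI2, LYN, ICAM1, PRKACA, PRKCA, PPARG and FN1, without 231-BR replicate 1 for CSF1, without 231-BR replicate 2 for WFS1, without 231-BR replicate 3 for VEGFA and LYN, without MDA-MB-231 replicate 1 for IGFBP4, IGFBP3 and LYN, without MDA-MB-231 replicate 2 for IGFBP4, VEGFA and PPARG, without MDA-MB-231 replicate 3 for WFS1 and PRKCA.

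The paper counts LYN, HIST2H3PS2, ITGB1 and HIF1A among the DEGs of the CytoHubba group. Here their log2 fold changes of -0.98, -0.96, -0.96 and -0.94 did not pass the criterion of 1. After median-of-ratios scaling they were -1.06, -1.04, -1.04 and -1.03 and all 30 genes of the group passed. HIST2H3PS2 also passed without 231-BR replicate 1, with -1.03, and LYN without 231-BR replicate 3, with -1.01, and both passed under quantile normalization, with -1.12 and -1.10. Relative to the median of its 40 neighbouring genes, an alternative chosen after seeing the values, HIF1A passed as well.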

Other observations

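The tests of the number of DEGs by other splits, of the chromosome medians and of the proliferation list were set before the data were examined. The other lists given to camera and fry were also written before that. Apart from these, the tests in this part were chosen after the results were seen.

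Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many DEGs as the real one, which is the real one itself. The 9 others gave 0 DEGs, and at most 1 gene with an adjusted p under 0.05. With 10 splits the share cannot fall under 0.1, so that chance cannot be told apart from a difference between the lines by this count.

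The median log2 fold change of 16 of 23 chromosomes lay outside random draws of as many genes at an adjusted p under 0.05. It was 0.39 on chromosome 4, 0.30 on chromosome 14 and 0.24 on chromosome 17, and -0.31 on chromosome 13 and -0.24 on chromosome 22. A shift of all genes by the scaling of FPKM moves every chromosome alike and does not account for shifts in both directions. Genes are not independent replicates, and no explanation of the shifts by the biology of the lines was tested.

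The proliferation list had a median log2 fold change of -0.25, with 15 of 18 genes significantly lower in 231-BR cells and 2 higher, and an adjusted p of 1.8e-04 from camera (4.4e-05 to 0.024 under the alternatives). A difference in proliferation at harvest may therefore contribute to the differences between the lines. With the correlation estimated the adjusted p was 0.098, from fry it was 6.4e-06, and 9.29% of the lists matched on expression and length had a median at or below that of the list. The other lists gave, from camera, an adjusted p of 1.2e-04 for the unfolded protein response (median -0.52, 12 of 16 genes significantly lower, 0.081 with the correlation estimated), 0.089 for the interferon response (median 0.43), 0.16 for the hypoxia response (median -0.13) and 0.20 for the collagens (median -0.02). Under fry all 7 lists passed, and with the correlation estimated only the NF-kB response genes did. The study had picked 1 gene each of the hypoxia and unfolded protein response lists.

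The guidance ligands and receptors have a low expression, and fold changes fell with expression. Their median of 0.42 stood at percentile 98.2 of 10000 random lists matched on mean expression and transcript length, just above the middle 95% of these, which ran from -0.01 to 0.41. Without a library in turn the median ran from 0.34 to 0.47, on both sides of that limit, which was drawn from all 6 libraries. The condition that these medians also clear the limit was added after the percentile had been seen. Under it the trend and a shift of the list itself cannot be told apart.

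Reads shared between SPANX copies could raise SPANXB1 at the expense of the others. The summed FPKM of the family differed by a log2 ratio of 5.43, so a shift of reads among copies with an unchanged total does not account for the difference. Reads of another raised copy that were given to SPANXB1 would stay within the sum. SPANXB1 itself made up 99.7% of the sum in 231-BR cells and 77.0% in MDA-MB-231 cells. The sum therefore cannot tell which copy rose.

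GAPDH, the reference gene of the quantitative RT-PCR, had 3885 ± 59.9 FPKM in 231-BR cells and 4809 ± 164 FPKM in MDA-MB-231 cells (SD, n = 3 each), a log2 fold change of -0.31. A difference in overall scale was a candidate explanation. After median-of-ratios scaling, which moved the median of all genes by -0.08, the log2 fold change was -0.39, farther from 0, so a difference in scale does not account for it. Quantile normalization decides nothing here, since GAPDH ranks 2 in every library and is given the same value in each. The median log2 fold change of its 40 neighbouring genes on chromosome 12 was -0.30, close to that of GAPDH itself.

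Of the genes that the introduction names for brain metastasis, CXCR4, PTGS2, ST6GALNAC5 and HPSE were higher in 231-BR cells, with log2 fold changes of 6.53, 2.34, 1.51 and 1.51, and HBEGF was lower, with -1.09. CXCR4 is near 0 in MDA-MB-231 cells, and its fold change depends on the pseudocount. Among the receptor genes, ERBB2 had 9.88 ± 0.316 FPKM against 4.95 ± 0.176 (SD, n = 3 each), ESR1 0.927 ± 0.133 against 0.790 ± 0.046 (SD, n = 3 each) and PGR 0.060 ± 0.010 against 0.027 ± 0.0058 (SD, n = 3 each). VIM had a log2 fold change of 0.15, and CDKN2A was near 0 in both lines and not tested. ESR2 had a log2 fold change of 0.58 (adjusted p = 0.0072), which ran from 0.19 to 0.73 under the alternatives with an adjusted p from 0.0048 to 0.29, and it was not past the threshold under quantile normalization. Without the FPKM criterion in both lines, the largest decreases were in TGM2, KISS1, KRT7, TGFBI and C3, with log2 fold changes of -8.28, -6.58, -6.57, -6.45 and -6.29, and TIMP3 had an increase of 7.90.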
